# Abnormal Osmotic Avoidance Behavior in *C*. *elegans* Is Associated with Increased Hypertonic Stress Resistance and Improved Proteostasis

**DOI:** 10.1371/journal.pone.0154156

**Published:** 2016-04-25

**Authors:** Elaine C. Lee, Heejung Kim, Jennifer Ditano, Dacie Manion, Benjamin L. King, Kevin Strange

## Abstract

Protein function is controlled by the cellular proteostasis network. Proteostasis is energetically costly and those costs must be balanced with the energy needs of other physiological functions. Hypertonic stress causes widespread protein damage in *C*. *elegans*. Suppression and management of protein damage is essential for optimal survival under hypertonic conditions. ASH chemosensory neurons allow *C*. *elegans* to detect and avoid strongly hypertonic environments. We demonstrate that mutations in *osm-9* and *osm-1*2 that disrupt ASH mediated hypertonic avoidance behavior or genetic ablation of ASH neurons are associated with enhanced survival during hypertonic stress. Improved survival is not due to altered systemic volume homeostasis or organic osmolyte accumulation. Instead, we find that *osm-9(ok1677)* mutant and *osm-9(RNAi)* worms exhibit reductions in hypertonicity induced protein damage in non-neuronal cells suggesting that enhanced proteostasis capacity may account for improved hypertonic stress resistance in worms with defects in osmotic avoidance behavior. RNA-seq analysis revealed that genes that play roles in managing protein damage are upregulated in *osm-9(ok1677)* worms. Our findings are consistent with a growing body of work demonstrating that intercellular communication between neuronal and non-neuronal cells plays a critical role in integrating cellular stress resistance with other organismal physiological demands and associated energy costs.

## Introduction

Cellular life requires precise control of protein structure and function, which are determined by protein conformation, concentration, assembly and localization. The homeostatic mechanisms that maintain protein function are collectively termed proteostasis. The proteostasis network is evolutionarily conserved and comprises the tightly integrated and regulated activities of gene transcription, RNA metabolism and protein synthesis, folding, assembly, trafficking, disassembly, repair and degradation [1–3].

Proteostasis is under constant challenge. Protein structure is inherently unstable [4,5] and readily disrupted by gene mutations and numerous environmental stressors. Random errors in cellular processes such as DNA replication, transcription and protein translation also disrupt protein structure. A poorly understood decline in the capacity of cellular proteostasis networks that repair and degrade damaged proteins is thought to underlie pathophysiology associated with senescence [6,7].

Proteostasis is energetically costly and those costs must be balanced with the energy needs of other cellular and organismal functions as well as with the requirement of the organism to respond to environmental change. A fundamental and emerging question is how do organisms ensure optimal survival by partitioning a finite energy budget to meet the demands of proteostasis and other essential physiological processes including reproduction? Several recent studies in *C*. *elegans* have pointed to a critical role for the nervous system and communication between different tissue types in coordinating organismal proteostasis needs. For example, Morimoto and co-workers have demonstrated that the heat shock response of non-neuronal cells is modulated by inhibitory inputs from AFD thermosensory neurons as well as neural circuits that respond to metabolic status and nutrient availability [8,9]. Activation of the endoplasmic reticulum (ER) unfolded protein response (UPR) in neurons activates the UPR in the intestine via a neurosecretory process that in turn increases organismal stress resistance and longevity [10]. Inhibition of protein translation or degradation in non-neuronal cells alters *C*. *elegans* behavioral responses that are controlled by chemosensory neurons [11].

The proteostasis network plays a critical role in ensuring optimal survival of *C*. *elegans* under dehydrating conditions. When exposed to hypertonic stress, *C*. *elegans* rapidly loses water and becomes paralyzed. Water loss is followed by systemic volume recovery and accumulation of the organic osmolyte glycerol [12]. Dehydration causes rapid and widespread protein aggregation and misfolding [13,14]. Stress induced protein damage is minimized by genes that function in protein degradation [13] and by reductions in protein synthesis [15,16]. Hypertonicity induced inhibition of translation also serves as a signal that activates glycerol accumulation pathways [17,18] and possibly other mechanisms that confer increased hypertonic stress resistance.

Given the importance of the proteostasis network to the survival of *C*. *elegans* in hypertonic environments, we characterized hypertonic stress resistance in worm strains with defects in osmotic avoidance behavior. *C*. *elegans* avoids strongly hypertonic solutions. This avoidance behavior is mediated by ASH chemosensory neurons [19,20]. We demonstrate that disruption of osmotic avoidance behavior via gene mutations or genetic ablation of ASH neurons is associated with enhanced survival in hypertonic environments. Enhanced survival is not due to altered systemic volume regulation or glycerol accumulation and instead may be due to enhanced proteostasis capacity.

## Materials and Methods

### *C*. *elegans* strains

The following strains were obtained from the *Caenorhabditis* Genetics Center (University of Minnesota, Minneapolis, MN, USA): wild-type N2 Bristol, VC1262 *osm-9(ok1677)*, MT3645 *osm-12(n1606)*, AM140 *rmIs132*[*Punc*-*54*::*Q35*::*YFP*], SD551[*let-60(ga89)*], NL790 *gpa-4(pk381)*, PY7505 *oyIs84*[*gpa-4p*::*TU#813 + gcy-27p*::*TU#814 + gcy-27p*::*GFP + unc-122p*::*dsRed*], TU3311 *uIs60*[*Punc-119*::*YFP* + *Punc-119*::*sid-1*], and *Is[sra-6p*::*mCasp]*. VC1262 and AM140 strains and TU3311 and SD551 strains were crossed to generate *osm-9(ok1677); rmIs132*[*Punc*-*54*::*Q35*::*YFP*] and *let-60(ga89);uIs60*[*Punc-119*::*YFP* + *Punc-119*::*sid-1*] worms, respectively. F2 progeny were selected for YFP expression and the presence of the *osm-9(ok1677)* or *let-60(ga89)* alleles were verified by PCR. *Is[sra-6p*::*mCasp]* [21] worms were a generous gift of Dr. Kazushi Yoshida. Standard osmotic avoidance assays [22] were carried out blinded to verify strains predicted or shown previously to be defective in osmotic avoidance behavior. Unless stated otherwise, worms were cultured at 20°C on nematode growth media (NGM) plates using standard methods [23]. Hypertonic agar plates were generated by adding NaCl to standard nematode growth medium.

### Fluorescent protein aggregate measurement

The number of body wall muscle cell Q35::YFP aggregates were quantified manually in blinded experiments using a Zeiss Stemi SV11 microscope (Chester, VA). Single aggregate volume measurements and fluorescence recovery after photobleaching (FRAP) analysis were carried using confocal microscopy as described previously [14].

*RNA interference*. RNA interference (RNAi) was performed by feeding worms from the L1 larval stage with bacteria expressing a nonspecific scrambled dsRNA or dsRNA specific to *osm-9*. Late stage L4 RNAi worms were transferred to control or high NaCl growth plates seeded with dsRNA expressing bacteria.

### *let-60(ga89)* mutant phenotype assay

Temperature sensitive *let-60(ga89)* mutant worms were maintained at the permissive temperature of 16°C. Defective egg hatching or larval arrest phenotypes were quantified by transferring 1-day old gravid adults to 300 mM NaCl feeding plates and then removing them after 24 h. Eggs were scored for failure to hatch or develop past the L1 larval stage.

### Survival assays

Synchronized late L4 worms were exposed to various stressors and survival was determined by prodding animals with a platinum wire. Worms were considered to be dead if they did not respond to repeated prodding. All survival studies were done blinded.

### Lifespan analysis

Synchronized L4 larvae were transferred to 51mM NaCl agar plates containing 50 μg/ml 5-fluorodeoxyuracil (FUDR; Sigma-Aldrich, St. Louis, MO). Animals were transferred onto fresh plates containing FUDR every 2 days for the first week, then every 4–5 days thereafter. Survival was scored daily for touch provoked movement.

### ^35^S-methionine labeling of total protein

Incorporation of ^35^S-methionine into total protein was used to assess rates of protein synthesis and degradation. Radiolabeling was carried out using methods similar to those described by others [24]. Briefly, synchronized L4 worms were fed ^35^S-methionine labeled OP50 bacteria for 4 h, washed and incubated with unlabeled OP50 for 1 h to purge radioactive intestinal bacteria, and then washed thoroughly with NGM buffer. Washed worms were flash frozen in liquid nitrogen and stored at -80°C before extraction. Protein was extracted from thawed samples by trichloroacetic acid-ethanol protein precipitation. Total protein concentration and radioactivity incorporation were measured by BCA assay (Pierce Biotechnology) and liquid scintillation counting, respectively.

### RNA-sequencing and gene expression analysis

N2 and *osm-9(ok1677)* worms were carefully staged for gene expression analysis. Staging was carried out using well established methods [25] and took into account the slight developmental delay we observed in *osm-9(ok1677)* worms. Briefly, bleached eggs were placed on clean NGM plates to synchronize L1 stage larvae. After washing, L1 larvae were transferred to NGM plates seeded with OP50 and grown at 20°C. Cultures were visually inspected frequently during the staging process. Late stage L4 larvae were defined by the appearance of a white crescent shape that surrounds the prospective vulva. To avoid gene expression changes that might be associated with the L4/adult molt, animals with white crescents were transferred to experimental conditions while they were still moving and feeding and had not yet entered the quiescent period that occurs prior to molting [26].

L4 stage N2 and *osm-9(ok1677)* worms were washed and transferred to control (51mM NaCl) and hypertonic stress (200mM NaCl) agar plates for 6 h. Two to four independent experiments were conducted for each condition. After the exposure period, plates were visually inspected. No evidence of molting or development of worms into gravid adults was detected. Worms were rinsed off plates, washed 4 times, pelleted, and snap frozen for storage at -80°C until processing. Total RNA was isolated using TRIzol (Invitrogen, Carlsbad, CA). RNA quality was assessed by spectrophotometry and by using an RNA 6000 Nano Kit and Bioanalyzer 2100 (Agilent, Santa Clara, CA).

RNA-sequencing was carried out by Ocean Ridge Biosciences (Palm Beach Gardens, FL). llumina paired-end and barcoded TrueSeq mRNA sequencing libraries were prepared from RNA samples with an RNA Integrity Numer (RIN) of ≥8.0, pooled and sequenced for 76 cycles on two Illumina HiSeq2500 flow cell lanes (Illumina, Inc., San Diego, CA). Following diagnostic analyses of the 532,462,712 sequence reads using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), sequences were aligned to the WS235 version of the *C*. *elegans* genome assembly using Tophat version 1.4.1 [27] and mapped to Ensembl (version 71) [28] annotated genes using Cufflinks version 2.0.1 [29]. Differentially expressed genes were determined using read counts per gene and a P-value threshold of ≤0.05 with edgeR version 3.2.4 [30] for each pairwise comparison among sample groups. Functional annotation for genes was obtained using WormBase [31] and Ensembl BioMart [32]. Enrichment analysis of DAF-16 and SKN-1 identified by Tepper et al. (33) and Niu et al. [34] was conducted using Fisher’s Exact Test in R 3.2.0. RNA-Seq data are available at the NCBI Gene Expression Omnibus (http://www. ncbi.nlm.nih.gov/geo/) under accession GSE73589 and at the NCBI Short Read Archive (http://www.ncbi.nlm.nih.gov/sra) under accession SRP064324.

### Statistical analysis

All data are presented as means ± S.E. Statistical significance was determined using Student’s two tailed t-test when two means were compared or ANOVA with Tukey post hoc test when comparing multiple means. P values of ≤0.05 were taken to indicate statistical significance.

## Results

Mutant worms with defective osmotic avoidance behavior are termed Osm for “osmotic avoidance abnormal”. Ten *osm* genes have been identified. Loss of *osm-7*, *osm-8* and *osm-11* function to activate *gpdh-1* expression and induce constitutive glycerol accumulation [17,35–37]. All other *osm* genes are required for the normal function or development of chemosensory neurons. *osm-9* and *osm-12* encode a TRPV cation channel [20] and a protein required for the biogenesis of sensory neuron cilia [38], respectively. Both genes are expressed in ASH osmosensory neurons as well as other chemosensory neurons [39].

To determine whether defects in osmotic avoidance behavior impact hypertonic stress resistance, we initially examined the ability of wild type N2 and the *osm-9(ky10)* mutant to survive a 24 h exposure to high NaCl growth plates. The *ky10* allele is a widely studied loss-of-function mutation that disrupts a variety of chemosensory behaviors including avoidance of hypertonic environments [20]. As shown in Fig 1A, *osm-9(ky10)* mutants had significantly (P<0.05) greater survival at 400, 500 and 600 mM NaCl compared to wild type animals.

**Fig 1:**
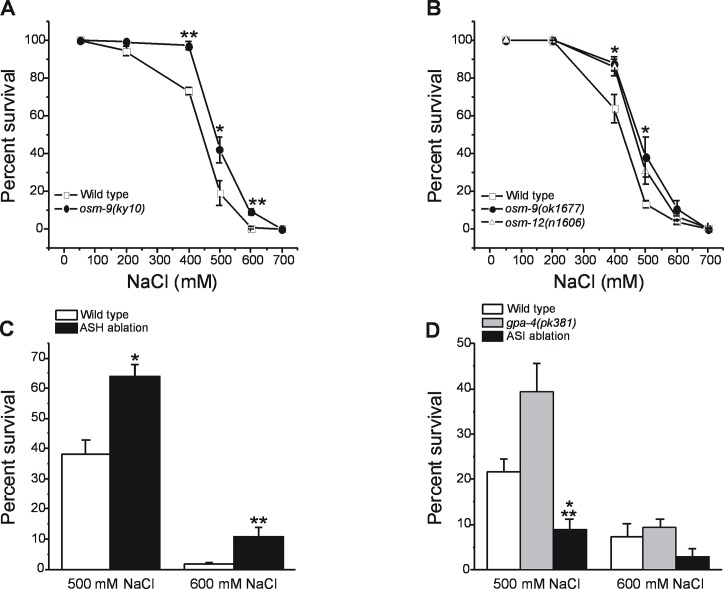
Effect of *osm-9* and *osm-12* mutations and genetic ablation of ASH osmosensory neurons on survival during hypertonic stress. (A) Survival of wild type worms and *osm-9(ky10)* loss-of-function mutants exposed to different concentrations of NaCl for 24 h. Values are means ± S.E. of four independent and blinded experiments. *P<0.05 and **P<0.001 compared to wild type animals. (B) Survival of wild type worms and *osm-9(ok1677)* and *osm-12(n1606)* loss-of-function mutants exposed to different concentrations of NaCl for 24 h. Values are means ± S.E. of four independent experiments. *P<0.05 for both *osm-9(ok1677)* and *osm-12(n1606)* mutants compared to wild type animals. (C) Survival of wild type and ASH ablated (i.e., *Is[sra-6p*::*mCasp1]* transgenic strain) worms exposed to 500 or 600 mM NaCl for 24 h. Values are means ± S.E. of 6–12 independent experiments. *P<0.002 and **P<0.02 compared to wild type worms. (D) Survival of wild type, *gpa-4(pk381)* mutants and ASI ablated (i.e., *oyIs84*[*gpa-4p*::*TU#813 + gcy-27p*::*TU#814 + gcy-27p*::*GFP + unc-122p*::*dsRed*] transgenic strain) worms exposed to 500 or 600 mM NaCl for 24 h. Values are means ± S.E. of 8–9 experiments. *<P<0.05 compared to wild type and **P<0.001 compared to ASI ablation.

We also examined hypertonic stress resistance of *osm-9(ok1677)* and *osm-12(n1606*) mutants. *osm-9(ok1677)* is a deletion mutant that can be followed in crosses using PCR. *osm-9(ok1677)* worms developed and moved somewhat more slowly than *osm-9(ky10)* worms. However, all three genotypes exhibited similar defects in osmotic avoidance behavior (Table 1). Compared to wild type worms, both *osm-9(ok1677)* and *osm-12(n1606*) worms showed significantly (P<0.05) higher survival at 400 and 500 mM NaCl (Fig 1B).

**Table 1:** Osmotic avoidance behavior in wild type and ASH ablation worms and *osm* mutants.

Genotype	Fraction with defective osmotic avoidance
Wild type	0.09 ± 0.03 (13)*
*osm-9(ky10)*	0.80 ± 0.10 (7)
*osm-9(ok1677)*	0.67 ± 0.07 (7)
*Is[sra-6p*::*mCasp]*	0.78 ± 0.03 (6)
*osm-12(n1606)*	0.60 ± 0.05 (4)

Values are means ± S.E. (n).

*P<0.001 compared to *osm* mutants and ASH ablation strain. Osmotic avoidance was not significantly (P>0.05) different in *osm* mutants and ASH ablation worms.

Acclimation of *C*. *elegans* to relatively low levels of hypertonic stress increases survival under more extreme conditions. Increased survival is due to reduced water loss that results from organic solute accumulation and to enhanced proteostasis capacity [12–15]. We acclimated wild type, *osm-9(ok1677)* and *osm-12(n1606*) worms beginning at the L1 larval stage to 200 mM NaCl and then assessed survival in late L4 and young adult animals exposed to increasing NaCl levels. As expected, acclimation improved hypertonic stress resistance, but enhanced resistance was similar in wild type and mutant worms (data not shown).

Yoshida et al. [21] recently described a transgenic worm strain in which ASH neurons are ablated by expression of mouse caspase 1 driven by the promoter *sra-6*. *sra-6* is expressed highly in ASH neurons and weakly in ASI sensory and PVQ interneurons [39]. The *Is[sra-6p*::*mCasp]* transgenic has defects in avoidance of noxious chemicals [21] and also exhibits defects in avoidance of hypertonic environments similar to *osm-9(ky10)*, *osm-9(ok1677)* and *osm-12(n1606)* worms (Table 1).

We tested the effect of hypertonic stress on survival of wild type worms and the *Is[sra-6p*::*mCasp]* transgenic strain. The transgenic strain showed significantly (P<0.02) increased survival when exposed to 500 or 600 mM NaCl for 24 h (Fig 1C).

*osm-9*, *osm-12* and *sra-6* are expressed in ASH as well as other neuron types [39]. While not definitive, the only cell types in which expression of these three genes has been shown to overlap are ASH and ASI chemosensory neurons [39]. It is thus conceivable that the enhanced survival of *osm* mutants and the ASH ablation strain is due to defects in ASH and/or ASI neuron function. To assess the role of ASI neurons in hypertonic stress resistance, we quantified survival of *gpa-4(pk381)* loss-of-function mutants and the PY7505 transgenic strain in 500 and 600 mM NaCl. *gpa-4* encodes a G-protein alpha subunit and has been reported to be expressed selectively in ASI neurons [40]. In the PY7505 strain, the ASI neurons are ablated by transgenic caspase expression [41]. At 500 mM NaCl, ASI ablation worms showed significantly (P<0.05) reduced survival compared to either wild type N2 worms or *gpa-4(pk381)* mutants (Fig 1D). No significant (P>0.2) differences in survival between strains were observed at 600 mM NaCl (Fig 1D). Taken together, data in Fig 1 suggest that loss of ASH neuron functions required for avoidance of hypertonic environments is associated with enhanced hypertonic stress resistance.

Cells and organisms lose water when exposed to hypertonic conditions. Survival in hypertonic environments is dependent on three processes: 1) recovery of cell and systemic fluid volume via uptake of inorganic ions and water, 2) replacement of accumulated inorganic ions with small, non-perturbing solutes termed organic osmolytes, and 3) repair and/or removal of cellular and molecular damage induced by hypertonic stress. The enhanced osmotolerance of ASH neuron mutants could be due to enhanced activity of any combination of these processes. We therefore assessed the role of each of each pathway in the improved osmotolerance of *osm-9(ok1677)* mutants.

When exposed to hypertonic conditions, *C*. *elegans* rapidly loses water and becomes paralyzed. However, over a period of a few hours, systemic volume and normal motility is recovered. As shown in Fig 2A, N2 worms and *osm-9(ok1677)* and *osm-12(n1606)* mutants exhibit similar degrees of shrinkage and rates of volume recovery when exposed to agar plates containing 200 mM NaCl.

**Fig 2:**
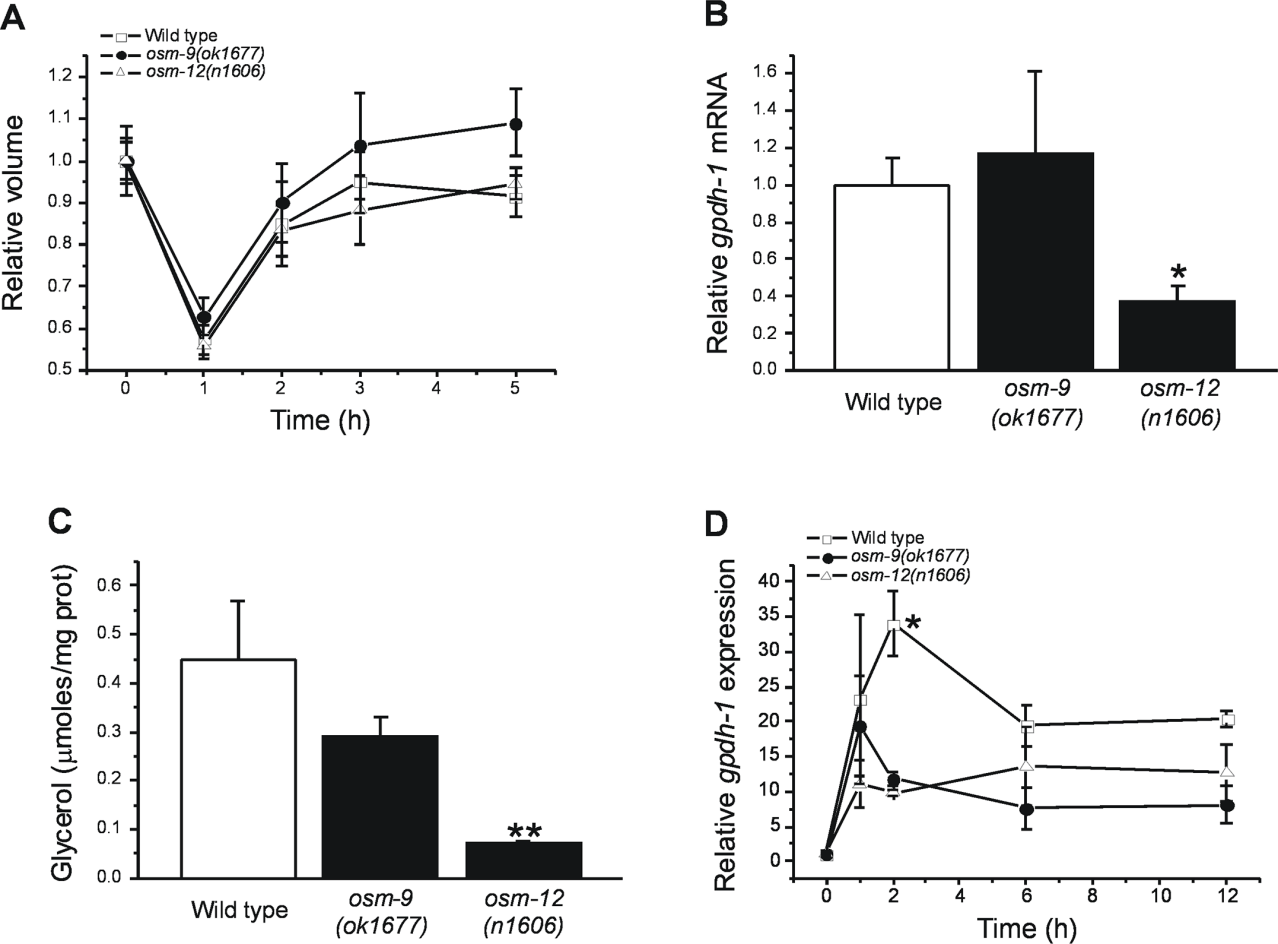
Effect of loss of ASH osmosensory neuron function on hypertonic stress induced whole animal water loss and volume recovery. (A) Whole worm volume changes. Wild type worms and *osm-9(ok1677)* and *osm-12(n1606)* loss-of-function mutants were transferred to agar plates containing 200 mM NaCl at time 0. Values are means ± S.E. (n = 8). *gpdh-1* mRNA expression (B) and whole animal glycerol levels (C) in wild type and *osm-9(ok1677)* and *osm-12(n1606)* worms. Values are means ± S.E. (n = 3). *P<0.002 and **P<0.007 compared to wild type worms. (D) Time course changes in *gpdh-1* expression. Wild type worms and *osm-9(ok1677)* and *osm-12(n1606)* loss-of-function mutants were transferred to agar plates containing 200 mM NaCl at time 0. Values are means ± S.E. (n = 3–5). *P<0.01 compared to *osm-9(ok1677)* and *osm-12(n1606)* mutants.

Increased transcription of *gpdh-1* catalyzes constitutive accumulation of the organic osmolyte glycerol in worms harboring loss-of-function mutations in certain *osm* genes [17,35–37]. Increased glycerol levels will reduce water loss, which in turn reduces cellular and molecular damage and increases survival under hypertonic conditions. To directly assess the role glycerol accumulation plays in the enhanced osmotolerance of *osm-9(ok1677)* and *osm-12(n1606)* mutants, we quantified *gpdh-1* expression and whole animal glycerol levels under control conditions (51mM NaCl). As shown in Fig 2B, *gpdh-1* mRNA levels were not significantly (P>0.7) different in N2 and *osm-9(ok1677)* mutant. In *osm-12(n1606)* mutants, *gpdh-1* mRNA levels were significantly (P<0.002) reduced compared to wild type worms. Glycerol levels (Fig 2C) mirrored *gpdh-1* expression and were not significantly (P>0.2) different in *osm-9(ok1677)* mutants. In *osm-12(n1606)* mutants, glycerol levels were reduced significantly (P<0.007) compared to wild type worms.

GPDH-1 catalyzes the rate limiting step in glycerol accumulation during hypertonic stress [17]. The similar rates of volume recovery between wild type, *osm-9(ok1677)* and *osm-12(n1606)* animals shown in Fig 2A indicate that enhanced survival of *osm* mutants is not due to increased *gpdh-1* expression and increased glycerol accumulation. To address this issue directly, we quantified temporal changes in *gpdh-1* expression during exposure of worms to 200 mM NaCl. *gpdh-1* expression increases rapidly during hypertonic stress and then declines to new steady state levels [18]. As shown in Fig 2D, *gpdh-1* expression showed similar rates of increase and steady state levels in wild type and *osm* mutants. However, the decline in *gpdh-1* expression observed 2 h after hypertonic stress was significantly (P<0.01) more rapid in *osm-9(ok1677)* and *osm-12(n1606)* animals. We conclude that enhanced volume and glycerol homeostasis do not contribute to increased short term hypertonic stress resistance in worms with defects in osmotic avoidance behavior.

In a recent genome-wide RNAi screen, we identified 40 genes whose function is essential for survival of *C*. *elegans* in hypertonic environments. Loss of these genes results in a **h**ypert**o**nic **s**ensitive or Hos phenoytype. Twenty *hos* genes play central roles in trafficking and destroying damaged proteins [13]. We subsequently demonstrated that hypertonic stress causes rapid, diverse and widespread protein damage [13–16]. Worms acclimated to mild hypertonic stress show enhanced survival and greatly reduced protein damage during exposure to more extreme hypertonicity [13–15]. Experimental maneuvers that increase protein damage reduce survival under hypertonic conditions [13,16]. Together, these studies indicate that detection and repair and/or destruction of damaged proteins is required for optimal survival during water loss, and suggest that enhanced proteostasis capacity may account for the increased osmotolerance of *osm-9(ok1677)* and *osm-12(n1606)* mutants.

To assess whether proteostasis capacity is altered in worm strains with defects in hypertonic avoidance behavior, we crossed *osm-9(ok1677)* mutant worms with a worm strain expressing polyglutamine (Q35) containing yellow fluorescent (YFP) protein in their body wall muscle cells. As shown in Fig 3A, wild type N2 and Q35::YFP worms showed similar survival when exposed to 500 or 600 mM NaCl. In contrast, survival was strongly enhanced by crossing *osm-9(ok1677)* into the Q35 strain, a finding consistent with results shown in Fig 1.

**Fig 3:**
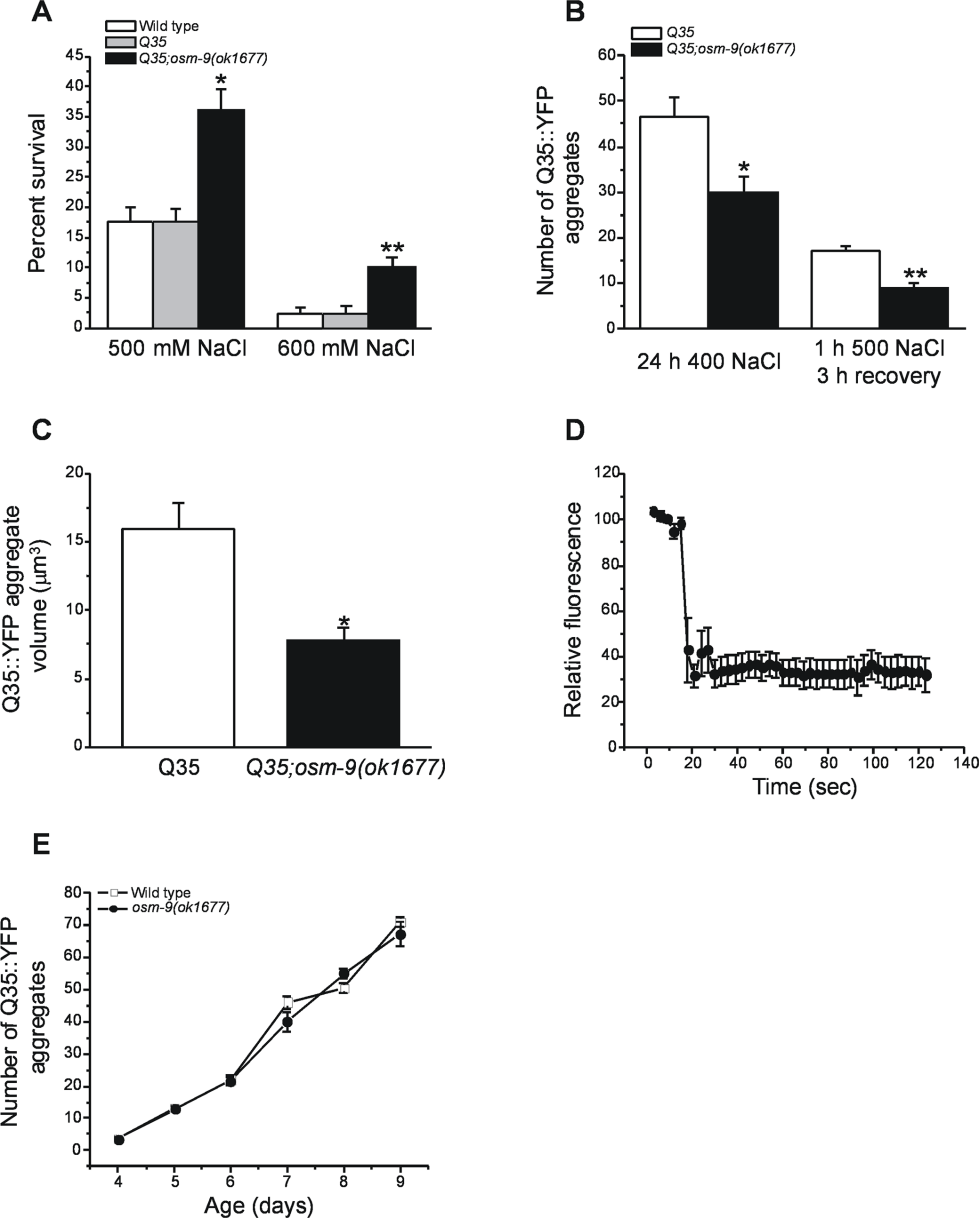
Hypertonic stress induced aggregation of Q35::YFP in body wall muscle cells of *osm-9(ok1677)* mutant worms. (A) Survival of wild type N2, Q35::YFP and Q35;*osm-9(ok1677)* worms exposed to 500 or 600 mM NaCl for 24 h. Values are means ± S.E. of 6 experiments. *P<0.001 and **P<0.01 compared to wild type N2 and Q35 worms. (B) Hypertonic stress induced Q35::YFP aggregation in wild type Q35 worms and *Q35;osm-9(ok1677)* mutants. Values are means ± S.E. of 4 experiments with a total of 32–78 worms. The number of Q35::YFP aggregates was quantified in worms exposed to 400 mM NaCl for 24 hour or 500 mM NaCl for 1 h followed by 3 h recovery on control medium. Values are means ± S.E. (n = 3). *P<0.005 and **P<0.001 compared to wild type Q35 worms. (C) Q35::YFP volume in wild type Q35 worms and *Q35;osm-9(ok1677)* mutants. Worms were exposed to 500 mM NaCl for 1 h and then allowed to recover on control medium before aggregate volumes were quantified. Values are means ± S.E. (n = 20 aggregates in 5–6 worms). *P<0.0004 compared to wild type Q35 worms. (D) Time course of bleaching and fluorescence recovery of Q35::YFP aggregates in *Q35;osm-9(ok1677)* mutant worms. Aggregates were induced by exposing worms to 500 mM NaCl for 1 h. FRAP analysis was performed 3 h after worms were returned to 51 mM NaCl medium. Values are means ± S.E. (n = 7 aggregates in 4 worms). (E) Time course of aging induced Q35::YFP aggregation in wild type Q35 worms and *Q35;osm-9(ok1677)* mutants. Values are means ± S.E. (n = 3).

Q35::YFP is normally fully soluble in the muscles cells of young worms, but undergoes rapid aggregation when the animals are exposed to hypertonic media [13–15]. We quantified Q35::YFP aggregation in *osm-9(ok1677)* mutants exposed to 400 mM NaCl for 24 h or exposed to 500 mM NaCl for 1 h followed by a 3 h after recovery on control medium. As shown in Fig 3B, Q35::YFP aggregation was reduced 40–50% (P<0.005) in *osm-9(ok1677)* mutants. Total Q35:YFP fluorescence was not significantly (P>0.9) different in wild type versus *osm-9(ok1677)* mutants (total YFP fluorescence expressed as arbitrary units was 465 ± 41 and 469 ± 33 in wild type and *osm-9(ok1677)* worms, respectively; n = 11) demonstrating that differences in aggregation were not due to differences in Q35:YFP expression levels.

We also characterized the functional properties of the Q35::YFP aggregates. Aggregate volume increases rapidly when worms are exposed to hypertonic stress [14]. As shown in Fig 3C, aggregate growth was inhibited ~50% (P<0.0004) in *osm-9(ok1677)* mutants. However, the *osm-9(ok1677)* mutation had no effect on the solubility of aggregated Q35::YFP proteins. The fluorescence of regions within aggregates did not recover after photobleaching demonstrating that the aggregated proteins are insoluble (Fig 3D).

Finally, we quantified aging induced protein aggregation. Q35::YFP undergoes a slow, progressive aggregation as *C*. *elegans* ages [42]. As shown in Fig 3E, the *osm-9(ok1677)* mutation had no effect on the accumulation of Q35::YFP aggregates in aging worms. Taken together, data in Fig 3 demonstrate that hypertonicity induced Q35::YFP aggregation is reduced in *osm-9(ok1677)* mutant worms.

Temperature sensitive (ts) mutations give rise to proteins that fold and function correctly at low or ‘permissive’ temperatures [43–45]. *let-60(ga89)* encodes a ts mutant of ras GTPase. We have shown previously that hypertonic stress causes apparent misfolding of the *let-60(ga89)* encoded protein under permissive temperature conditions (16°C) and gives rise to an egg hatching and larval arrest phenotype [14,16].

To determine whether disruption of genes that control hypertonic avoidance behavior modulates hypertonic stress induced protein misfolding, we examined the effect of loss of *osm-9* function on the *let-60(ga89)* mutant phenotype. *osm-9* and *let-60* are both located on chromosome IV and we were unable to successfully cross worm strains carrying mutant alleles of the two genes. We therefore utilized an RNA interference (RNAi) approach. *let-60(ga89)* mutants were crossed with the worm strain TU3311 *uIs60*[*Punc-119*::*yfp* + *Punc-119*::*sid-1*], which exhibits increased sensitivity of neurons to RNAi [46]. *let-60(ga89);uIs60*[*Punc-119*::*yfp* + *Punc-119*::*sid-1*] worms were fed bacteria expressing scrambled (control) or *osm-9* dsRNA. As expected, exposure of worms fed scrambled dsRNA at 16°C to 300 mM NaCl caused a striking and significant (P<0.006) increase in egg hatching defects and larval arrest. Silencing of *osm-9* function by RNAi reduced the expression of the mutant phenotype by ~70% (P<0.005) (Fig 4).

**Fig 4:**
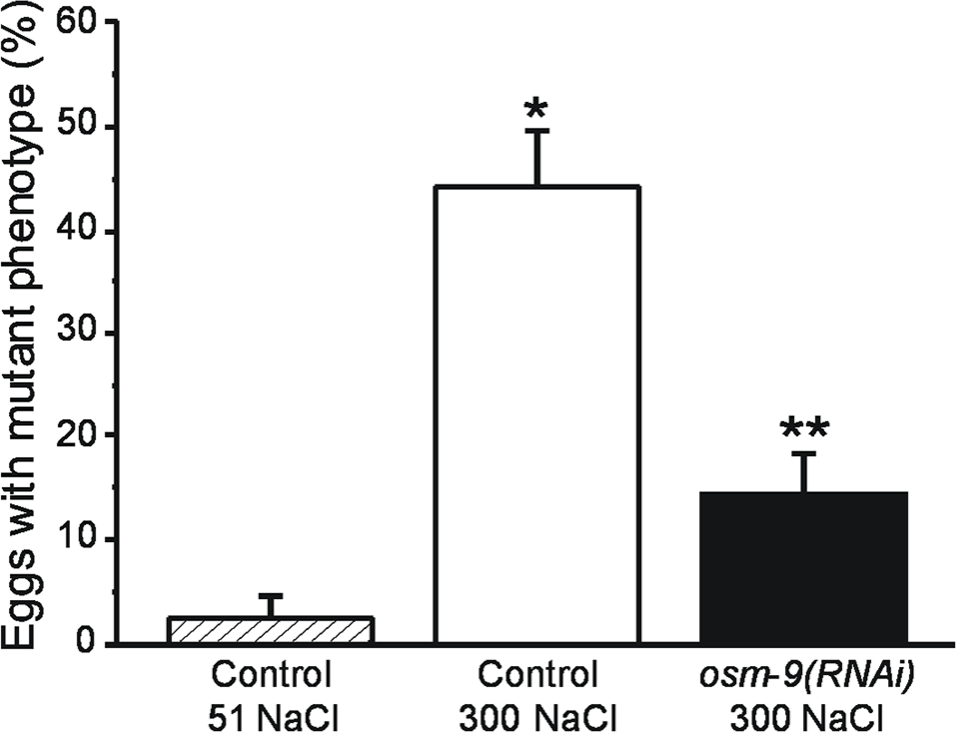
Effect of RNAi induced loss of *osm-9* function on *let-60(ga89)* induced egg hatching defects and larval arrest. *let-60(ga89)* encodes a ts mutant of ras GTPase. The mutant phenotype can be induced at permissive temperatures (16°C) by exposing worms to 300 mM NaCl [14,16]). *let-60(ga89)* mutants were crossed with *uIs60*[*Punc-119*::*yfp* + *Punc-119*::*sid-1*] worms to increase the sensitivity of neurons to RNAi (46). *let-60(ga89);uIs60*[*Punc-119*::*yfp* + *Punc-119*::*sid-1*] worms were fed bacteria expressing scrambled (control) or *osm-9* dsRNA and maintained at 16°C on agar plates containing either 51 or 300 mM NaCl. Values are means ± S.E. (n = 3–5 experiments with 100–300 eggs). *P<0.006 compared to control worms exposed to 51 mM NaCl. **P<0.005 compared to control worms exposed to 300 mM NaCl.

Acclimation to hypertonic stress increases lifespan and resistance to other environmental stressors [47]. Given the improved hypertonic stress resistance and proteostasis capacity of *osm-9(ok1677)* mutant worms, we therefore also characterized the lifespan of this strain and its resistance to heat, heavy metal and oxidative stress. Median and maximum lifespan were not significantly (P>0.3) different in wild type and *osm-9(ok1677)* mutants (Fig 5A). The *osm-9(ok1677)* mutant exhibited sensitivity to heat shock similar to that of wild type animals (Fig 5B) and increased sensitivity to the heavy metal cadmium (Fig 5C). Resistance to high concentrations of the quinone juglone was significantly (P<0.04) increased in *osm-9(ok1677)* worms (Fig 5D). Quinones like juglone generate reactive oxygen species and form adducts with diverse macromolecules [48].

**Fig 5:**
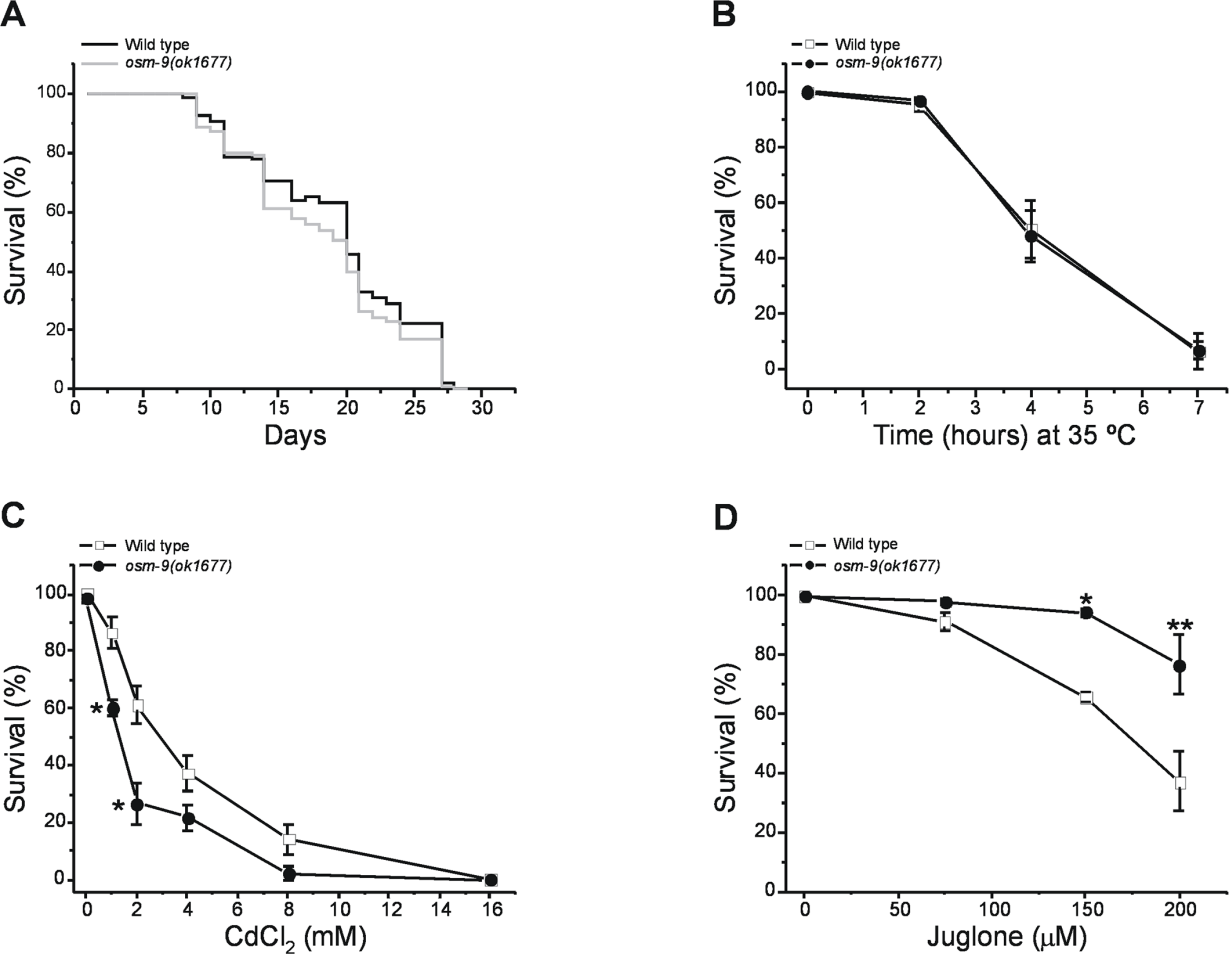
**Lifespan and (A) and resistance to heat shock (B), cadmium (C) and oxidative stress (D) in *osm-9(ok1677)* worms.** Median lifespan (A) was 21 days for wild type and *osm-9(ok1677)* worms (n = 100 worms for both groups). Values in B, C and D are means ± S.E. (n = 5). *P<0.007 and **P<0.04 compared to wild type worms.

The enhanced proteostasis capacity of *osm-9(ok1677)* mutants could result from a number of different physiological changes. When exposed to hypertonic stress, protein synthesis is rapidly reduced in *C*. *elegans* and this reduction in translation functions in part to minimize protein damage [15,16,18]. More extensive reductions in translation could reduce protein damage in *osm-9(ok1677)* mutants. However, reductions in rates of translation were not significantly different (P>0.7) in wild type and *osm-9(ok1677)* worms exposed for 2 h to 200 mM NaCl (Fig 6A). Net rates of total protein degradation, measured as the decrease in ^35^S-methionine labeling following a 6 h exposure to 200 mM NaCl in the presence of 500 μg/ml cycloheximide, were also not significantly (P>0.7) different in the two groups of animals (Fig 6B).

**Fig 6:**
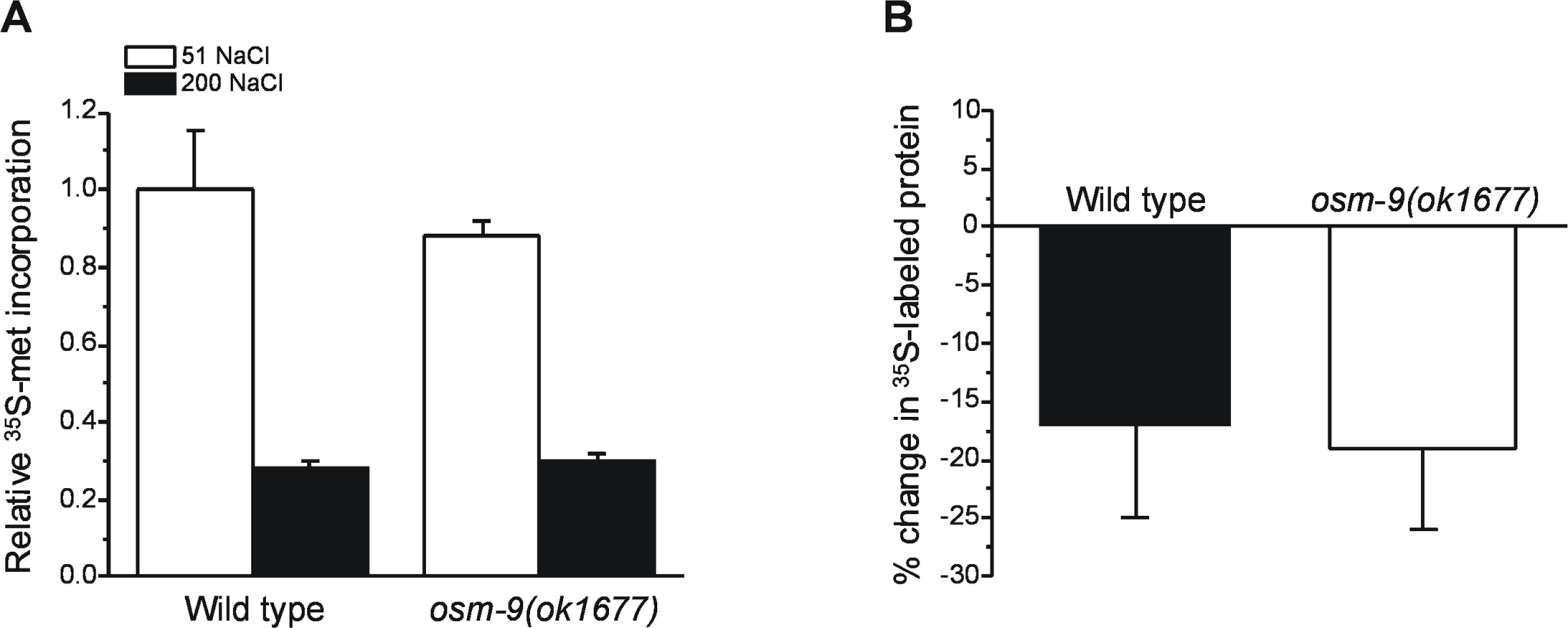
**Protein synthesis (A) and degradation (B) in *osm-9(ok1677)* worms.** Values are means ± S.D. (n = 2 independent experiments).

The improved proteostasis capacity of the *osm-9(ok1677)* worm strain could be due to altered expression of genes encoding components of the proteostasis network. 

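Messenger RNA was sequenced from late L4 worms of the wild type strain N2 and of the deletion strain *osm-9(ok1677)* after 6 h on agar plates containing 51 mM NaCl (control) or 200 mM NaCl (hypertonic stress). There were 2 samples of N2 and 4 samples of *osm-9(ok1677)* at each NaCl concentration, 12 in all. The authors aligned the reads with Tophat to the WS235 genome assembly, mapped them to Ensembl genes with Cufflinks and deposited the number of reads counted at each locus, without normalization. Of the 41420 loci listed, 21204 had at least 1 count in some sample. A locus can join several overlapping genes. This was so for 3706 loci, and their counts cannot be divided between the genes joined. Total counts were 21175780 and 20151007 in the N2 samples at 51 mM NaCl, and 19474200 and 21418277 in those at 200 mM NaCl. In the libraries labelled *osm-9(ok1677)* they ranged from 15949889 to 21184479 (median 20151432) at 51 mM NaCl and from 17808108 to 20506006 (median 19020748) at 200 mM NaCl. The counts of the 12 samples add up to 236012105, whereas the paper's reported number of sequence reads, from paired-end libraries before alignment, is 532462712. All values here use the counts. The smallest level this depth can show, taken as 3 counts, lay between 0.14 and 0.188 CPM (counts scaled to a common library size) in the different samples, and it covers counting error only.

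Counts were normalized with edgeR's TMM factors, which lay between 0.921 and 1.07, and loci with too few counts for a test were removed by edgeR's filterByExpr. This left 15403 loci, 702 of which join more than 1 gene. Differences between groups were tested with edgeR's two-sided quasi-likelihood test, fitted to all 12 samples so that the groups share an estimate of the spread, with Benjamini-Hochberg adjustment. The paper used edgeR on read counts with a P-value threshold of 0.05 for each pair of groups, and its text does not name the edgeR test or an adjustment. Between replicates of a group, 46.4% to 77.4% of the 10329 loci compared differed by more than sampling noise. No library thus appears to have been deposited more than once within its group. Replicate numbers are shared between groups, and after group means were removed, libraries with the same number deviated together. Between the 2 NaCl concentrations the correlation across loci was 0.52 for N2 and had a mean of 0.65 for *osm-9(ok1677)*. With 2 libraries in an N2 group, their deviations from the group mean are mirror images. The N2 value is thus 1 correlation rather than a mean, and each comparison with N2 rests on 1 contrast. Results with the replicate number as a block are therefore given beside those without it. N2 has only replicates 1 and 2, so with the block the difference between strains rests on these replicates. Replicates 3 and 4 of *osm-9(ok1677)* then add only to the estimates of the NaCl response and of the spread.

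The targeted gene, *osm-9*, lies on the minus strand of chromosome IV of WBcel235, from 3551090 to 3557431. It had 14 to 17 counts in the N2 libraries at 51 mM NaCl and 25 to 50 in the libraries labelled *osm-9(ok1677)*. Its level was 0.783 ± 0.0899 (SD, n = 2) and 2.03 ± 0.569 (SD, n = 4) TMM-normalized CPM, respectively. The log2 fold change was 1.37 (standard error 0.35, adjusted p = 0.0299 from the quasi-likelihood test in edgeR). At 200 mM NaCl the log2 fold change was 0.20 (standard error 0.32, adjusted p = 0.774 from the same edgeR test). The gene's count was thus not lower in the mutant. A count over the whole gene cannot show whether part of it is deleted, so the strain of each library rests on its label, and each direction given below for *osm-9(ok1677)* rests on that label.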

To begin testing this possibility, we performed RNA-sequencing gene expression analyses on wild type and *osm-9(ok1677)* worms under control and hypertonic stress conditions. In unstressed *osm-9(ok1677)* worms we found significant (P<0.05) upregulation of genes that have well defined or likely roles in protein degradation, synthesis and folding as well as genes with RNAi phenotypes of increased protein aggregation, altered sensitivity to protein aggregation and/or decreased hypertonic stress resistance. 

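At 51 mM NaCl, 1177 of the tested loci were higher and 713 were lower in the libraries labelled *osm-9(ok1677)* than in N2, at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. At an unadjusted p of 0.05 or less, 2635 were higher and 1845 lower, where chance alone gives 770.2 in all. With the replicate number as a block, 2350 were higher and 1704 lower after adjustment. For this pair of groups, the correlation between libraries with the same replicate number was 0.38. A fit to these 2 groups alone gave 501 higher and 291 lower, and DESeq2 gave 1595 and 1253.

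All 53 genes of Table 2 had a log2 fold change above 0, with a median of 1.1 and fold changes from 1.37 to 9.85. The adjusted p was 0.05 or less for 38 of them, and for 51 of them with the replicate block, under which the median was 1.00. The unadjusted p was 0.05 or less for 51 genes; it was 0.0667 for *suro-1* and 0.0896 for *col-88* in edgeR's test. Adjusted over these 53 genes alone, 51 passed. Since the list is the paper's own selection from these counts, that number shows no stability. In 50 of the 53 genes each library labelled *osm-9(ok1677)* was above both N2 libraries. Chance separates groups of 2 and 4 libraries, in either direction, in 13.3% of genes, but not in genes selected from the same libraries. With each *osm-9(ok1677)* replicate left out in turn, between 27 and 39 genes passed. Leaving out an N2 replicate leaves 1 library in its group and allows no such count. The rise was uneven between replicates. The median log2 ratio of the Table 2 genes to the N2 mean was 1.32 and 1.28 in replicates 2 and 3 of *osm-9(ok1677)*, and 0.81 and 0.87 in replicates 1 and 4. In the same libraries, 42 genes of the molting cycle that are not in the paper's tables were higher than in N2 by a mean of 1.99 on the log2 scale.

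**Figure D1:**
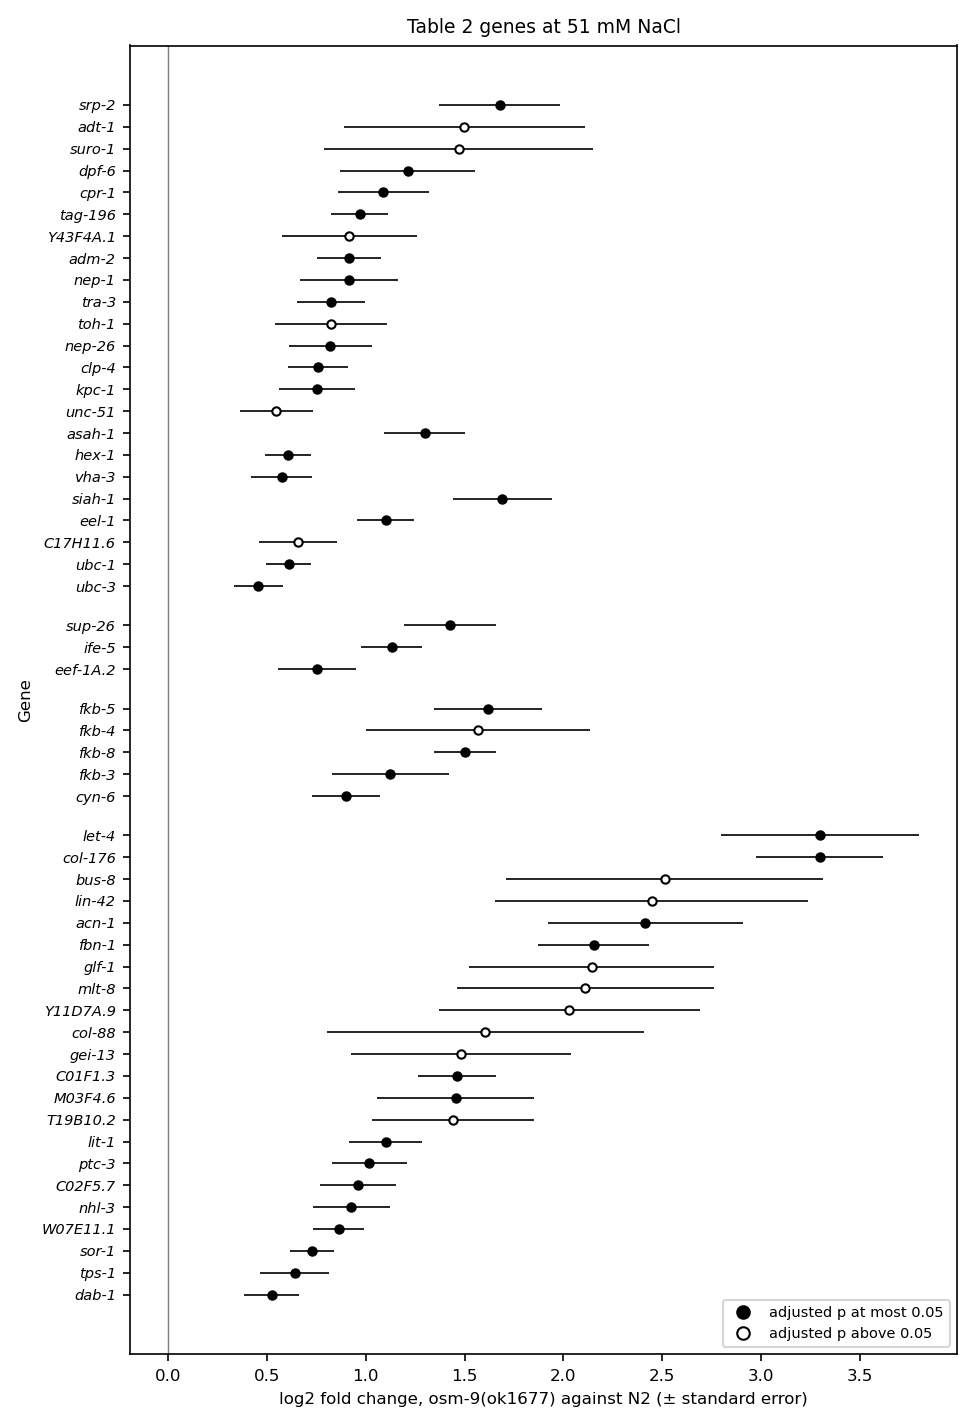
Log2 fold change of each Table 2 gene (vertical axis, in the order of the table, with a gap between its classes) in libraries labelled *osm-9(ok1677)* (n = 4) against N2 (n = 2) at 51 mM NaCl (horizontal axis), with bars of 1 standard error. The 38 filled points have an adjusted p of 0.05 or less and the open points do not; all 53 lie above 0, between 0.46 for *ubc-3* and 3.30 for *let-4*.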

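Table 2 lists 23 genes under protein degradation. In libraries labelled *osm-9(ok1677)* and kept at 51 mM NaCl, 17 of them were higher than in N2 at an adjusted p of 0.05 or less, and 22 at an unadjusted p of 0.05 or less. Among the largest rises was that of *siah-1* (Y37E11AR.2), an E3 ubiquitin ligase gene on chromosome IV of WBcel235 from 3744048 to 3747351. Its level was 26.0 ± 5.43 (SD, n = 2) TMM-normalized CPM in N2 and 84.0 ± 21.9 (SD, n = 4) in *osm-9(ok1677)*. The log2 fold change was 1.69 (standard error 0.25, adjusted p = 0.00309 from edgeR's quasi-likelihood test), and 1.42 with the replicate block. The serpin gene *srp-2*, on chromosome V from 762640 to 764596, had a log2 fold change of 1.68 (standard error 0.31, adjusted p = 0.00869 from the same edgeR test), and also 1.68 with the block, under which it rose more than *siah-1*. The E3 ligase gene *eel-1* was counted more deeply, at 695 ± 24.1 (SD, n = 2) CPM in N2 and 1491 ± 240.7 (SD, n = 4) in *osm-9(ok1677)*, and its log2 fold change was 1.1 (standard error 0.15, adjusted p = 0.0014 by edgeR).

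Rises in the remaining E2 and E3 genes and in the lysosomal proton pump were smaller. The smallest was that of *ubc-3*, on chromosome I from 1698349 to 1701128, at 76.6 ± 15.1 (SD, n = 2) against 105 ± 7.05 (SD, n = 4) CPM. Its log2 fold change of 0.46 (standard error 0.12) had an adjusted p of 0.0365, and of 0.238 with edgeR's exact test. Leaving out single replicates moved this fold change between 0.21 and 0.67. The vacuolar proton ATPase gene *vha-3* rose from 153 ± 12.8 (SD, n = 2) to 228 ± 31.4 (SD, n = 4) CPM, a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0383 by edgeR's quasi-likelihood test). It also lost its call with the exact test, at an adjusted p of 0.121. The E3 ligase gene *C17H11*.*6*, on the X chromosome from 8185164 to 8203784, had a log2 fold change of 0.66 (standard error 0.20) and an adjusted p of 0.0546; with the replicate block these were 0.55 and 0.0138 in edgeR. Every library labelled *osm-9(ok1677)* was above both N2 libraries for this gene. In *suro-1*, the 4 libraries ranged from 38.4 to 174 CPM and overlapped with N2. The genes *siah-1*, *eel-1*, *vha-3* and *ubc-1* lie within 2 Mb of *osm-9*, in a part of chromosome IV where 135 of 577 tested genes differed between the strains.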

For example, in control *osm-9(ok1677)* worms we identified 23 upregulated (1.4- to 3.2-fold) genes that play known or presumptive roles in protein degradation including proteases, proteins associated with lysosome function, E3 ubiquitin ligases and E2 ubiquitin-conjugating enzymes (Table 2). RNAi silencing of one of these genes, *vha-3*, a vacuolar proton ATPase subunit likely required for lysosome function, results in increased protein aggregation during hypertonic stress and decreased hypertonic stress resistance [13]. Knockdown of *C17H11*.*6*, which encodes a predicted E3 ubiquitin ligase, increases sensitivity to protein aggregation-induced paralysis [49].

**Table 2:** Putative proteostasis genes differentially upregulated in *osm-9(ok1677)* worms under control conditions.

Sequence name	Gene	Brief description and RNAi phenotypes	*osm-9(ok1677)* vs. WT fold change	modENCODE ChIP-Seq Peaks
**Protein degradation**				
C05E4.1	*srp-2*	Serpin serine protease inhibitor	3.2	
C02B4.1	*adt-1*	Metalloproteinase	2.9	
R11A5.7	*suro-1*	Peptidase	2.8	DAF-16
F44B9.1	*dpf-6*	Peptidase	2.3	
C52E4.1	*cpr-1*	Cathepsin B-like cysteine protease	2.1	
F41E6.6	*tag-196*	Protease	2.0	DAF-16
Y43F4A.1	*Y43F4A*.*1*	Peptidase	1.9	
C04A11.4	*adm-2*	Metalloproteinase	1.9	SKN-1, DAF-16
ZK20.6	*nep-1*	Metalloproteinase	1.9	DAF-16
LLC1.1	*tra-3*	Calpain type protease; lysosome function	1.8	
T24A11.3	*toh-1*	Metalloproteinase	1.8	SKN-1, DAF-16
ZK970.1	*nep-26*	Metalloproteinase	1.8	
Y39A3CL.5	*clp-4*	Calpain type protease	1.7	DAF-16
F11A6.1	*kpc-1*	Protease	1.7	SKN-1, DAF-16
Y60A3A.1	*unc-51*	Serine/threonine kinase; autophagy	1.5	
K11D2.2	*asah-1*	Acid ceramidase; lysosome function	2.5	
T14F9.3	*hex-1*	Beta-hexosaminidase; lysosome function	1.5	
Y38F2AL.4	*vha-3*	Vacuolar proton ATPase subunit; lysosome function; increased protein aggregation and increased sensitivity to hypertonic stress [13]	1.5	
Y37E11AR.2	*siah-1*	E3 ubiquitin ligase	3.3	SKN-1
Y67D8C.5	*eel-1*	E3 ubiquitin ligase	2.2	DAF-16
C17H11.6	*C17H11*.*6*	E3 ubiquitin-protein ligase; hypersensitive to protein aggregation-induced paralysis [49]	1.6	
C35B1.1	*ubc-1*	E2 ubiquitin-conjugating enzyme	1.5	
Y71G12B.15	*ubc-3*	E2 ubiquitin-conjugating enzyme	1.4	SKN-1, DAF-16
**Protein synthesis**				
R10E4.2	*sup-26*	mRNA binding protein; regulation of translation	2.7	
Y57A10A.30	*ife-5*	Translation initiation	2.2	DAF-16
R03G5.1	*eef-1A*.*2*	Protein elongation; increased protein aggregation [50]	1.7	DAF-16
**Protein folding**				
C50F2.6	*fkb-5*	Peptidyl-prolyl cis-trans isomerase (FK506-binding protein family)	3.1	DAF-16
ZC455.10	*fkb-4*	Peptidyl-prolyl cis-trans isomerase (FK506-binding protein family)	3.0	
Y18D10A.25	*fkb-8*	Peptidyl-prolyl cis-trans isomerase (FK506-binding protein family)	2.9	
C05C8.3	*fkb-3*	Peptidyl-prolyl cis-trans isomerase (FK506-binding protein family)	2.2	DAF-16
F42G9.2	*cyn-6*	Cyclophilin type peptidyl-prolyl cis-trans isomerase	1.9	DAF-16
**Protein aggregation and increased sensitivity to hypertonic stress RNAi phenotypes**				
C44H4.2	*let-4*	Extracellular leucine-rich repeat protein; increased protein aggregation [50]	9.9	
ZC373.7	*col-176*	Collagen; increased protein aggregation [51]	9.9	
T23F2.1	*bus-8*	Glycosyltransferase; increased protein aggregation [50]	5.8	
F47F6.1	*lin-42*	PAS domain-containing protein; increased protein aggregation [51]	5.5	SKN-1
C42D8.5	*acn-1*	ACE-like protein; increased protein aggregation [50]	5.4	
ZK783.1	*fbn-1*	Protein homologous to fibrillin; increased sensitivity to hypertonic stress [13]	4.5	DAF-16
H04M03.4	*glf-1*	UDP-galactopyranose mutase; increased protein aggregation; increased sensitivity to hypertonic stress [13]	4.5	DAF-16
W08F4.6	*mlt-8*	Novel protein required for molting; increased protein aggregation [50]	4.4	DAF-16
Y11D7A.9	*Y11D7A*.*9*	Unknown; increased sensitivity to hypertonic stress [13]	4.1	
W05G11.3	*col-88*	Collagen; increased sensitivity to hypertonic stress [13]	3.1	
F58A4.11	*gei-13*	BED finger domain-containing protein; increased protein aggregation [50]	2.8	
C01F1.3	*C01F1*.*3*	Nucleotide-sugar metabolism; increased protein aggregation [50]	2.78	
M03F4.6	*M03F4*.*6*	Unknown; increased protein aggregation [50]	2.8	DAF-16
T19B10.2	*T19B10*.*2*	Unknown; increased protein aggregation; increased sensitivity to hypertonic stress [13]	2.7	DAF-16
W06F12.1	*lit-1*	Serine/threonine kinase; increased protein aggregation [50]	2.2	SKN-1
Y110A2AL.8	*ptc-3*	Patched protein homolog; increased protein aggregation [50]	2.0	
C02F5.7	*C02F5*.*7*	F-box motif-containing protein; resistant to protein aggregation-induced paralysis [49]	2.0	SKN-1
W04H10.3	*nhl-3*	NHL domain-containing protein; increased protein aggregation [52]	1.9	SKN-1
W07E11.1	*W07E11*.*1*	Glutamate metabolism; increased protein aggregation [52]	1.8	
ZK1236.3	*sor-1*	Unknown; increased protein aggregation [50]	1.7	
ZK54.2	*tps-1*	Trehalose 6-phosphate synthase; increased protein aggregation; increased sensitivity to hypertonic stress [52,53]	1.6	DAF-16
M110.5	*dab-1*	Disabled protein homolog; increased protein aggregation [50]	1.5	DAF-16

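A further 22 genes of Table 2 are listed for RNAi phenotypes of protein aggregation or hypertonic stress sensitivity. In libraries labelled *osm-9(ok1677)* at 51 mM NaCl, 14 of them had an adjusted p of 0.05 or less against N2 and 21 an unadjusted p of 0.05 or less. Their fold changes ran from 1.44 to 9.85, the widest range of the classes in the table, and *let-4* and *col-176* were at its upper end. Several other large rises were also variable. The gene *bus-8* had 5.85 ± 0.952 (SD, n = 2) TMM-normalized CPM in N2 and 33.4 ± 25.0 (SD, n = 4) in *osm-9(ok1677)*, and *lin-42* had 12.4 ± 2.67 (SD, n = 2) and 67.6 ± 45.3 (SD, n = 4). Their log2 fold changes of 2.51 (standard error 0.80) and 2.45 (standard error 0.79) had adjusted p-values of 0.0885 and 0.0944 from edgeR's quasi-likelihood test. With the replicate block, the log2 fold change of *lin-42* was 1.78 (adjusted p = 0.00109 in edgeR). For *bus-8* the block gave 1.89 (adjusted p = 0.00243 in edgeR).

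The replicates were closer together in the fibrillin-like gene *fbn-1*, which rose from 6.55 ± 0.324 (SD, n = 2) to 29.2 ± 10.4 (SD, n = 4) CPM. This is a log2 fold change of 2.15 (standard error 0.28, adjusted p = 0.00166 from the quasi-likelihood test of edgeR). The collagen gene *col-88* had 93.0 ± 19.9 (SD, n = 2) CPM in N2 and 283 ± 219.1 (SD, n = 4) in *osm-9(ok1677)*, where the libraries ranged from 59.2 to 550.2. Its log2 fold change was 1.61 (standard error 0.80, adjusted p = 0.242 in edgeR) without the block and 0.65 (adjusted p = 0.205 in edgeR) with it, so its difference was within the spread between replicates. At the lower end, *dab-1*, on chromosome II from 8222386 to 8229153, was 1.44-fold higher, with a log2 fold change of 0.53 (standard error 0.14, adjusted p = 0.0352 in edgeR). With the exact test its adjusted p was 0.131, and leaving out single replicates moved its log2 fold change between 0.31 and 0.70.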

Twenty-two genes with diverse functions that are not associated with proteostasis in obvious ways were upregulated 1.5- to 9.9-fold in control *osm-9(ok1677)* worms (Table 2). RNAi knockdown of these genes results in increased protein aggregation, reduced resistance to hypertonic stress and/or changes in sensitivity to protein aggregation-induced paralysis.

*osm-9(ok1677)* worms placed under hypertonic stress also exhibited significant (P<0.05) differential upregulation of genes associated with proteostasis (Table 3). 

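Under hypertonic stress at 200 mM NaCl, 636 of the tested loci were higher and 354 lower in the libraries labelled *osm-9(ok1677)* than in N2 at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. With the replicate number as a block there were 1494 and 1444. Libraries with the same number had a correlation of 0.33. At an unadjusted p of 0.05 or less, 1942 were higher and 1735 lower. Of the 1177 loci higher in *osm-9(ok1677)* at 51 mM NaCl, 535 were also called higher at 200 mM NaCl, and 1171 had a log2 fold change above 0 there.

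All 17 genes of Table 3 had a log2 fold change above 0, from 1.51- to 5.39-fold, with a median log2 value of 1.15 (1.16 with the replicate block). The adjusted p was 0.05 or less for 14 genes, and with the block for all 17. In 16 of the 17, each library labelled *osm-9(ok1677)* was above both N2 libraries; chance separates such groups, in either direction, in 13.3% of genes that were not selected from these counts. When single replicates of *osm-9(ok1677)* were left out, between 9 and 12 genes passed. All 17 genes passed at an unadjusted p of 0.05 or less, and also when p was adjusted over the list alone, which is the paper's selection from these counts. The genes that did not pass the adjustment over all loci were *D2030*.*2*, *F27E5*.*1* and *let-4*. The log2 fold change of *D2030*.*2* was 0.59 (standard error 0.19, adjusted p = 0.0971 from edgeR) and 0.38 with the block. For *F27E5*.*1* it was 0.61 (standard error 0.23, adjusted p = 0.145 from edgeR) and 0.64 with the block.

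In the protein degradation class, the largest rises were those of *H19M22*.*3* and the peptidase gene *dpf-6*. *H19M22*.*3* rose from 3.69 ± 0.806 (SD, n = 2) to 13.4 ± 6.61 (SD, n = 4) TMM-normalized CPM, a log2 fold change of 1.86 (standard error 0.40, adjusted p = 0.0269 by edgeR's quasi-likelihood test). The corresponding levels of *dpf-6* were 3.13 ± 0.305 (SD, n = 2) and 11.0 ± 3.12 (SD, n = 4), a log2 fold change of 1.81 (standard error 0.35, adjusted p = 0.016 in edgeR). Replicate 3 of *osm-9(ok1677)* stood apart from the others in this gene. The E3 ligase gene *siah-1*, which lies close to *osm-9*, had a log2 fold change of 1.47 (standard error 0.25, adjusted p = 0.00863 in edgeR). In the protein folding class, the only gene, *fkb-8*, rose from 11.0 ± 1.70 (SD, n = 2) to 22.1 ± 2.44 (SD, n = 4) CPM, with a log2 fold change of 1.00 (standard error 0.16, adjusted p = 0.00413 in edgeR).

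**Figure D2:**
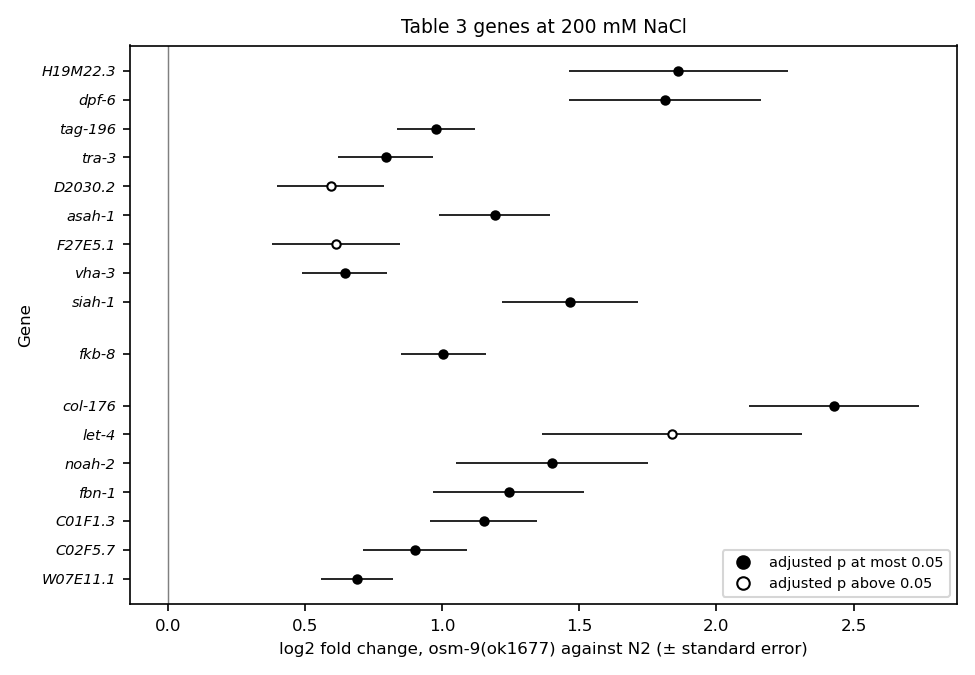
Log2 fold change of each Table 3 gene (vertical axis, in the order of the table, with a gap between its classes) in libraries labelled *osm-9(ok1677)* (n = 4) against N2 (n = 2) at 200 mM NaCl (horizontal axis), with bars of 1 standard error. The 14 filled points have an adjusted p of 0.05 or less; the open points are *D2030*.*2*, *F27E5*.*1* and *let-4*, and all 17 points lie above 0.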

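In Table 3, RNAi phenotypes are listed for *vha-3*, *col-176*, *let-4*, *noah-2*, *fbn-1*, *C01F1*.*3*, *C02F5*.*7* and *W07E11*.*1*. At 200 mM NaCl, 7 of these 8 genes were higher in the libraries labelled *osm-9(ok1677)* than in N2 at an adjusted p of 0.05 or less, the exception being *let-4*. The level of *vha-3* was 161 ± 36.2 (SD, n = 2) TMM-normalized CPM in N2 and 251 ± 17.6 (SD, n = 4) in *osm-9(ok1677)*. Its log2 fold change was 0.64 (standard error 0.15, adjusted p = 0.0362 from edgeR's quasi-likelihood test) and 0.59 with the replicate block; the adjusted p in edgeR was 0.0547 with only these 2 groups fitted and 0.0612 with no filter on low counts. *noah-2* rose from 28.9 ± 5.44 (SD, n = 2) to 76.3 ± 33.7 (SD, n = 4) CPM. With a log2 fold change of 1.40 (standard error 0.35) its adjusted p was 0.0469 in edgeR. It was 0.0562 with RLE factors in place of TMM, 0.0785 with only the 2 groups, 0.0516 with no filter, 0.0506 with at least 10 counts in every sample and 0.00402 with the block, all in edgeR. The locus of *noah-2*, on chromosome IV of WBcel235 from 14091254 to 14096626, also lists a piRNA gene, whose reads cannot be told apart from its own. *fbn-1* had a log2 fold change of 1.24 (standard error 0.28, adjusted p = 0.0286 in edgeR) and *C01F1*.*3* of 1.15 (standard error 0.19, adjusted p = 0.00763 in edgeR). The rises of *C02F5*.*7*, at 0.90 (standard error 0.19, adjusted p = 0.0211 in edgeR), and *W07E11*.*1*, at 0.69 (standard error 0.13, adjusted p = 0.012 in edgeR), were smaller.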

Eight of these genes have RNAi phenoptypes of increased protein aggregation, altered sensitivity to protein aggregation and/or decreased hypertonic stress resistance.

**Table 3:** Putative proteostasis genes differentially upregulated in *osm-9(ok1677)* worms following a 6 h exposure to 200 mM NaCl.

Sequence name	Gene	Brief description and RNAi phenotypes	*osm-9(ok1677)* vs. WT fold change	modENCODE ChIP-Seq Peaks
**Protein degradation**				
H19M22.3	*H19M22*.*3*	Metalloproteinase	3.7	
F44B9.1	*dpf-6*	Peptidase	3.5	
F41E6.6	*tag-196*	Cathepsin-like cysteine protease	2.0	DAF-16
LLC1.1	*tra-3*	Calpain type protease; lysosome function	1.8	
D2030.2	*D2030*.*2*	Clp protease	1.5	DAF-16
K11D2.2	*asah-1*	Acid ceramidase; lysosome function	2.3	
F27E5.1	*F27E5*.*1*	Acid ceramidase; lysosome function	1.5	
Y38F2AL.4	*vha-3*	Vacuolar proton ATPase subunit; lysosome function; increased protein aggregation and increased sensitivity to hypertonic stress [13]	1.6	
Y37E11AR.2	*siah-1*	E3 ubiquitin ligase	2.8	SKN-1
**Protein folding**				
Y18D10A.25	*fkb-8*	Peptidyl-prolyl cis-trans isomerase (FK506-binding protein family)	2.0	
**Protein aggregation and increased sensitivity to hypertonic stress RNAi phenotypes**				
ZC373.7	*col-176*	Collagen; increased protein aggregation [51]	5.4	
C44H4.2	*let-4*	Extracellular leucine-rich repeat protein; increased protein aggregation [50]	3.6	
F52B11.3	*noah-2*	PAN and ZP domain containing protein; increased protein aggregation [50]	2.7	
ZK783.1	*fbn-1*	Protein homologous to fibrillin; increased sensitivity to hypertonic stress [13]	2.4	DAF-16
C01F1.3	*C01F1*.*3*	Nucleotide-sugar metabolism; increased protein aggregation [13]	2.2	
C02F5.7	*C02F5*.*7*	F-box motif-containing protein; resistant to protein aggregation-induced paralysis [49]	1.9	SKN-1
W07E11.1	*W07E11*.*1*	Glutamate metabolism; increased protein aggregation [49]	1.6	

The transcription factors DAF-16 and SKN-1 play important roles in regulating stress resistance, longevity and proteostasis [54–57]. Target genes for DAF-16 have been identified by Tepper et al. [33] using chromatin immunoprecipitation sequencing (ChIP-seq) and other functional genomic datasets. The modENCODE project [58] has utilized ChIP-seq to identify SKN-1 regulated genes [34] (http://modencode.org). As shown in Tables 2 and 3, 48% and 29%, respectively, of the genes upregulated in *osm-9(ok1677)* worms have binding sites for these two transcription factors. DAF-16 and SKN-1 targets were enriched significantly (P<0.01) in the upregulated genes identified in *osm-9(ok1677)* worms under control conditions (Table 2). Twenty-six of the 53 (i.e., 49%) upregulated genes are predicted DAF-16 and SKN-1 targets compared to 5,886 predicted target genes in the 17,737 (i.e., 33%) genes expressed in wild type and *osm-9(ok1677)* worms.

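According to the marks in Table 2, binding sites for DAF-16 or SKN-1 are assigned to 26 of its 53 genes, 17 with DAF-16 sites, 5 with SKN-1 sites and 4 with both. At 51 mM NaCl, 20 of these 26 genes were higher in the libraries labelled *osm-9(ok1677)* than in N2 at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. Of the 27 genes without a marked site, 18 were (Fisher's exact test, two-sided, p = 0.544). The log2 fold change was 1.20 ± 0.541 (SD over 26 genes) with a site and 1.39 ± 0.764 (SD over 27 genes) without one (two-sided permutation test across genes with 100000 resamples, p = 0.311). Genes are not independent replicates. All 53 were also selected by the paper as higher in these counts. A comparison within them thus cannot show whether genes with such sites rise more often than others. By factor, 13 of the 17 genes with DAF-16 sites alone, 4 of the 5 with SKN-1 sites alone and 3 of the 4 with both had an adjusted p of 0.05 or less. The lists of predicted targets among all expressed genes were not analysed here, so the enrichment itself was not recomputed.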

## Discussion

ASH chemosensory neurons mediate avoidance behavior to hypertonic solutions as well as other noxious chemical and mechanical stimuli [59]. Animals harboring mutations that disrupt hypertonic avoidance behavior (Fig 1 and Fig 3A) or in which ASH neurons have been ablated (Fig 1) exhibit improved survival during hypertonic stress. *osm-9*, *osm-12* and *sra-6*, which drives ASH ablation [21], are expressed in ASH as well as other neuron types [39]. The only cell types in which expression of these three genes has been shown to overlap are ASH and ASI chemosensory neurons [39]. ASI neurons function in dauer formation, chemotaxis and navigation [59]. However, genetic ablation of ASI or loss-of-function mutation of a gene required for ASI function had no effect on survival on hypertonic environments (Fig 1D). Therefore, we propose that loss of ASH neuron functions required for avoidance of hypertonic environments enhances basal hypertonic stress resistance.

Enhanced hypertonic stress resistance in animals with defective ASH neuron function is not due to alterations in systemic volume regulation or glycerol metabolism (Fig 2). These conclusions are consistent with our earlier findings demonstrating that dramatic reductions in glycerol accumulation do not reduce short term survival during hypertonic stress [17]. As we have shown previously, proteostasis capacity is a critical limiting factor for survival during hypertonic stress [13]. Consistent with this, we found that *osm-9(ok1677)* mutant and *osm-9(RNAi)* worms exhibit reduced protein damage during hypertonic stress (Figs 3 and 4).

Improved proteostasis during hypertonic stress in *osm-9(ok1677)* mutant worms may be due in part to the upregulation of genes that play known or likely roles in protein synthesis, folding and degradation (Tables 2 and 3). 

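Besides the degradation genes, Table 2 holds 3 genes of protein synthesis and 5 of protein folding. At 51 mM NaCl all 3 synthesis genes and 4 of the folding genes were higher in libraries labelled *osm-9(ok1677)* than in N2 at an adjusted p of 0.05 or less. The elongation factor gene *eef-1A*.*2*, on the X chromosome of WBcel235 from 7823654 to 7825769, rose from 740 ± 86.2 (SD, n = 2) to 1249 ± 226 (SD, n = 4) TMM-normalized CPM. Its log2 fold change was 0.76 (standard error 0.20, adjusted p = 0.0343 from edgeR's quasi-likelihood test), and 0.62 with the replicate block; with edgeR's exact test its adjusted p was 0.0568. For *sup-26* the log2 fold change was 1.43 (standard error 0.23, adjusted p = 0.00466 in edgeR), and for *ife-5* it was 1.13 (standard error 0.15, adjusted p = 0.00169 in edgeR). The peptidyl-prolyl isomerase gene *fkb-8* rose from 8.5 ± 0.331 (SD, n = 2) to 24.1 ± 1.85 (SD, n = 4) CPM, with a log2 fold change of 1.50 (standard error 0.16, adjusted p = 0.000373 in edgeR). *fkb-4*, with a log2 fold change of 1.57 (standard error 0.56, adjusted p = 0.111 in edgeR), did not pass without the block, and passed with it, at 1.44 (adjusted p = 0.00107 in edgeR).

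Whole families of proteostasis genes were tested with limma's camera, with adjustment over 17 lists. The 8 *fkb* genes were higher in *osm-9(ok1677)* at 51 mM NaCl by a mean log2 value of 0.97 (adjusted p = 0.00502 with limma; 0.92 with the replicate block). With the inter-gene correlation estimated from the data, the adjusted p from limma was 0.656. Of the 8, 4 are in Table 2, the paper's selection from these counts, and the other 4 had a mean of 0.49. At 200 mM NaCl the mean was 0.49 (adjusted p = 0.12 with limma). The 32 proteasome genes and the 20 vacuolar ATPase genes did not differ at 51 mM NaCl, with means of -0.01 and -0.03 and adjusted p-values of 0.567 and 0.55 from limma. At 200 mM NaCl, 18 of the 53 Table 2 genes were still higher at an adjusted p of 0.05 or less, 52 had a log2 fold change above 0, and the median was 0.65. The fold was smaller at 200 than at 51 mM NaCl in 50 of the 53, which the paper's selection of these genes at 51 mM NaCl favors. For none of the 53 did the response to NaCl differ between the strains after adjustment, in a test that called 1 of the 15403 loci. From the higher expression of such genes, the paper proposes that their upregulation may account in part for the improved proteostasis of *osm-9(ok1677)* worms under hypertonic stress.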

RNAi phenotypes of various upregulated genes such as the vacuolar proton ATPase *vha-3*, the E3 ubiquitin-protein ligase *C17H11*.*6* and the eukaryotic translation elongation factor *eef-1A*.*2* include increased protein aggregation, increased sensitivity to hypertonic stress and increased sensitivity to protein aggregation-induced paralysis [13,49,50].

Several studies have shown that diverse proteins with no known role in proteostasis slow or prevent protein aggregation [60–64]. Many genes upregulated in *osm-9(ok1677)* worms also have no known proteostasis function, but protein aggregation is increased by RNAi knockdown of their activity. Two of these genes showed particularly striking upregulation. Expression of *col-176* and *let-4* was increased compared to wild type animals 9.9- and 3.6-fold and 9.9- and 5.4-fold under control and hypertonic stress conditions, respectively (Table 2 and 3).

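*col-176* (ZC373.7) lies on the plus strand of the X chromosome of WBcel235 from 10077597 to 10078728 and has 2 exons. At 51 mM NaCl its level was 4.51 ± 1.51 (SD, n = 2) TMM-normalized CPM in N2 and 44.4 ± 10.4 (SD, n = 4) in the libraries labelled *osm-9(ok1677)*. This is a 9.82-fold difference, or 3.30 on the log2 scale (standard error 0.32, adjusted p = 0.000414 from edgeR's quasi-likelihood test). The log2 value was again 3.30 with the replicate block. At 200 mM NaCl the levels were 9.37 ± 0.776 (SD, n = 2) and 50.5 ± 16.5 (SD, n = 4), a 5.39-fold difference, or 2.43 on the log2 scale (standard error 0.31, adjusted p = 0.00218 in edgeR) and 2.37 with the block. With each replicate left out in turn the log2 value stayed between 2.93 and 3.68 at 51 mM NaCl and between 2.28 and 2.53 at 200 mM NaCl.

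*let-4* (C44H4.2), on the plus strand of the same chromosome from 14577935 to 14580923, was counted less deeply, with 29 to 87 counts in the N2 libraries. At 51 mM NaCl its level was 1.72 ± 0.320 (SD, n = 2) CPM in N2 and 16.9 ± 4.18 (SD, n = 4) in *osm-9(ok1677)*, a 9.85-fold difference, or 3.30 on the log2 scale (standard error 0.50, adjusted p = 0.00416 in edgeR) and 3.22 with the block. At 200 mM NaCl it was 3.64 ± 1.09 (SD, n = 2) and 13.0 ± 7.88 (SD, n = 4), a 3.57-fold difference. The log2 value of 1.84 had a standard error of 0.47 and an adjusted p of 0.0548 in edgeR; with the block it was 1.65 (adjusted p = 0.0161 in edgeR). Leaving out single replicates moved it between 1.32 and 2.11. For both genes, in both conditions, each library labelled *osm-9(ok1677)* was above both N2 libraries.

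**Figure D3:**
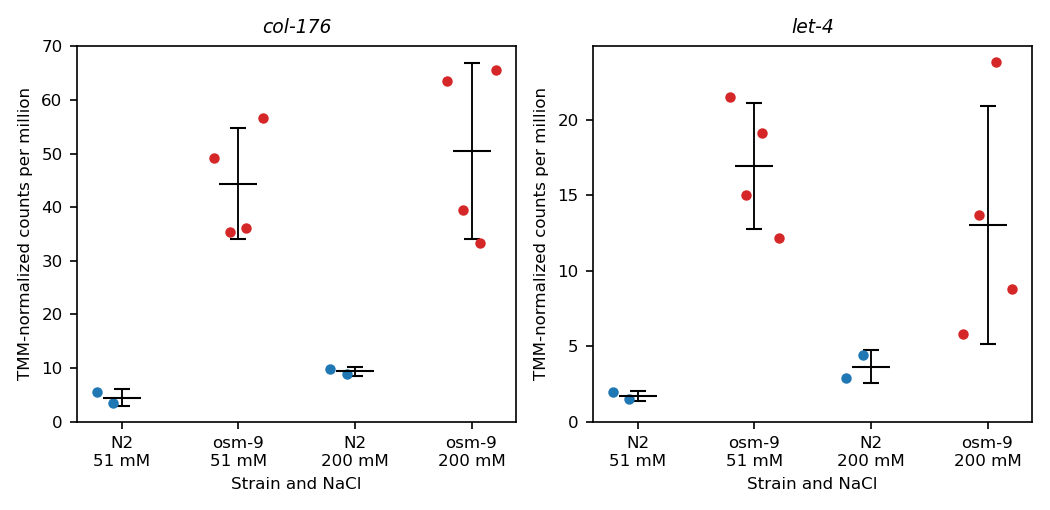
TMM-normalized CPM (vertical axis) of *col-176* and *let-4* in each library, by strain and NaCl concentration (horizontal axis; N2 in blue, libraries labelled *osm-9(ok1677)* in red). Horizontal lines are means and bars are SD (n = 2 for N2, n = 4 for *osm-9(ok1677)*). The libraries of *osm-9(ok1677)* lie above those of N2 in every pair of groups, from 33.4 to 65.6 against 3.44 to 9.92 for *col-176*, and from 5.81 to 23.8 against 1.49 to 4.41 for *let-4*.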

*col-176* encodes a cuticle collagen. RNAi silencing of this gene increases aggregation of misfolding-prone mutant human SOD1 protein [51]. Several in vitro studies have shown that collagen interacts with aggregation prone proteins and slows the growth of toxic amyloid fibrils [60–62]. Increased expression of *col-176* could minimize hypertonic stress induced protein damage by similar mechanisms. In addition, various collagens have been shown previously to play an important role in osmotic stress signaling in *C*. *elegans* [17,37]. Remodeling of the extracellular matrix by increased expression of *col-176* may alter signaling processes that directly or indirectly regulate proteostasis mechanisms activated in response to hypertonic stress.

*let-4* encodes a leucine-rich repeat protein expressed on the apical surface of epidermal and epithelial cells [65]. Knockdown of *let-4* increases Q35::YFP aggregation [50]. RNAi screening in mammalian neuronal cells identified a leucine-rich repeat protein that regulates mutant huntingtin protein aggregation [66]. The leucine-rich repeat is a protein motif that mediates protein-protein interactions and thus plays important roles in diverse cellular processes [67]. Proteins containing leucine-rich repeat motifs function in protein degradation [68,69] and have been implicated in protein aggregation and impaired autophagy associated with Parkinson’s Disease [70].

In *C*. *elegans*, *let-4* likely plays an important role in maintaining epithelial integrity [65]. Disruption of epithelial barrier function is expected to disrupt salt and water homeostasis, which in turn could lead to increased protein aggregation. Increased *let-4* expression in *osm-9(ok1677)* worms may improve epithelial barrier function under hypertonic conditions. While speculative, it is also possible that leucine-rich repeat proteins like collagens may preferentially bind with denatured proteins and slow aggregate formation.

It should be stressed here that while RNAseq has been shown to be an accurate tool for assessing differential gene expression [71–73], additional studies will be needed confirm the results shown in Tables 2 and 3. Furthermore, it is conceivable that the changes in gene expression and reduced protein damage observed in *osm-9(ok1677)* mutant worms may be unique to this strain and not to loss of *osm-9* function per se. Therefore, it will also be important to determine if other worm strains with defective ASH neuron function show similar differences in gene expression and proteostasis capacity. If our findings are confirmed, it will be necessary to determine the cellular locations of altered gene expression and the mechanisms by which differentially expressed genes confer increased hypertonic stress resistance.

An animal’s nervous system plays a critical role in detecting its complex and constantly changing external environment and integrating those environmental cues to coordinately regulate multiple physiological processes. Because of its relatively simple nervous system and genetic and molecular tractability, *C*. *elegans* has begun to provide insights into the underlying molecular mechanisms. For example, Prahlad and Morimoto [9] have shown that calcium activated dense core vesicle neurosecretion from *C*. *elegans* thermosensory neurons normally suppresses heat shock transcription factor 1 (HSF-1) dependent chaperone expression in muscle and intestinal cells. Signaling from ASH as well as ASI sensory neurons negatively regulates the innate immune response by MAP kinase dependent inhibition of the expression of genes that are part of the noncanonical unfolded protein response pathway [74]. In a similar fashion, osmosensory signaling from ASH neurons could regulate osmoprotective gene expression in non-neuronal cells. However, additional studies will be needed to more thoroughly test this possibility.

In summary, we have demonstrated that defects in ASH mediated hypertonic avoidance behavior are associated with enhanced hypertonic stress resistance and improved proteostasis. Our findings are consistent with a growing body of work demonstrating that intercellular communication between neuronal and non-neuronal cells plays a critical role in integrating cellular stress responses with other organismal physiological demands and associated energy costs.

## Supporting Information

S1 Appendix Raw survival data. (XLSX) Click here for additional data file.

## References

[1] BalchWE, MorimotoRI, DillinA, KellyJW. Adapting proteostasis for disease intervention. Science 2008 319:916–9. 10.1126/science.1141448 18276881

[2] CohenE, DillinA. The insulin paradox: aging, proteotoxicity and neurodegeneration. Nat Rev Neurosci 2008 9:759–67. 10.1038/nrn2474 18769445PMC2692886

[3] PowersET, MorimotoRI, DillinA, KellyJW, BalchWE. Biological and chemical approaches to diseases of proteostasis deficiency. Annu Rev Biochem 2009 78:959–91. 10.1146/annurev.biochem.052308.114844 19298183

[4] GhoshK, DillK. Cellular proteomes have broad distributions of protein stability. Biophys J 2010 99:3996–4002. 10.1016/j.bpj.2010.10.036 21156142PMC3000515

[5] GoldschmidtL, TengPK, RiekR, EisenbergD. Identifying the amylome, proteins capable of forming amyloid-like fibrils. Proc Natl Acad Sci U S A 2010 107:3487–92. 10.1073/pnas.0915166107 20133726PMC2840437

[6] KogaH, KaushikS, CuervoAM. Protein homeostasis and aging: The importance of exquisite quality control. Ageing Res Rev 2011 10:205–15. 10.1016/j.arr.2010.02.001 20152936PMC2888802

[7] LabbadiaJ, MorimotoRI. Proteostasis and longevity: when does aging really begin? F1000Prime Rep 2014 6:7 eCollection;%2014.:7. 10.12703/P6-7 24592319PMC3914504

[8] PrahladV, CorneliusT, MorimotoRI. Regulation of the cellular heat shock response in *Caenorhabditis elegans* by thermosensory neurons. Science 2008 320:811–4. 10.1126/science.1156093 18467592PMC3429343

[9] PrahladV, MorimotoRI. Neuronal circuitry regulates the response of *Caenorhabditis elegans* to misfolded proteins. Proc Natl Acad Sci U S A 2011 108:14204–9. 10.1073/pnas.1106557108 21844355PMC3161566

[10] TaylorRC, DillinA. XBP-1 is a cell-nonautonomous regulator of stress resistance and longevity. Cell 2013 153:1435–47. 10.1016/j.cell.2013.05.042 23791175PMC4771415

[11] MeloJA, RuvkunG. Inactivation of conserved *C*. *elegans* genes engages pathogen- and xenobiotic-associated defenses. Cell 2012 149:452–66. 10.1016/j.cell.2012.02.050 22500807PMC3613046

[12] LamitinaST, MorrisonR, MoeckelGW, StrangeK. Adaptation of the nematode *Caenorhabditis elegans* to extreme osmotic stress. Am J Physiol Cell Physiol 2004 286:C785–C791. 1464477610.1152/ajpcell.00381.2003

[13] ChoeKP, StrangeK. Genome-wide RNAi screen and in vivo protein aggregation reporters identify degradation of damaged proteins as an essential hypertonic stress response. Am J Physiol Cell Physiol 2008 295:C1488–C1498. 10.1152/ajpcell.00450.2008 18829898PMC2603564

[14] BurkewitzK, ChoeK, StrangeK. Hypertonic stress induces rapid and widespread protein damage in *C*. *elegans*. Am J Physiol Cell Physiol 2011 301:C566–C576. 10.1152/ajpcell.00030.2011 21613604PMC3174568

[15] BurkewitzK, ChoeKP, Choung-HeeLE, DeonarineA, StrangeK. Characterization of the proteostasis roles of glycerol accumulation, protein degradation and protein synthesis during osmotic stress in *C*. *elegans*. PLoS One 2012 7:e34153 10.1371/journal.pone.0034153 22470531PMC3314593

[16] KimH, StrangeK. Changes in translation rate modulate stress-induced damage of diverse proteins. Am J Physiol Cell Physiol 2013 305:C1257–C1264. 10.1152/ajpcell.00176.2013 24153430PMC3882363

[17] LamitinaT, HuangCG, StrangeK. Genome-wide RNAi screening identifies protein damage as a regulator of osmoprotective gene expression. Proc Natl Acad Sci U S A 2006 103:12173–8. 1688039010.1073/pnas.0602987103PMC1567714

[18] LeeEC, StrangeK. GCN-2 dependent inhibition of protein synthesis activates osmosensitive gene transcription via WNK and Ste20 kinase signaling. Am J Physiol Cell Physiol 2012 303:C1269–C1277. 10.1152/ajpcell.00294.2012 23076791PMC3532491

[19] LiedtkeW, TobinDM, BargmannCI, FriedmanJM. Mammalian TRPV4 (VR-OAC) directs behavioral responses to osmotic and mechanical stimuli in *Caenorhabditis elegans*. Proc Natl Acad Sci U S A 2003 100:14531–6. 1458161910.1073/pnas.2235619100PMC304114

[20] ColbertHA, SmithTL, BargmannCI. OSM-9, a novel protein with structural similarity to channels, is required for olfaction, mechanosensation, and olfactory adaptation in *Caenorhabditis elegans*. J Neurosci 1997 17:8259–69. 933440110.1523/JNEUROSCI.17-21-08259.1997PMC6573730

[21] YoshidaK, HirotsuT, TagawaT, OdaS, WakabayashiT, IinoY, et al Odour concentration-dependent olfactory preference change in *C*. *elegans*. Nat Commun 2012 3:739 10.1038/ncomms1750 22415830

[22] CalahorroF, AlejandreE, Ruiz-RubioM. Osmotic avoidance in *Caenorhabditis elegans*: synaptic function of two genes, orthologues of human NRXN1 and NLGN1, as candidates for autism. J Vis Exp 2009 11:1616.10.3791/1616PMC334605420010541

[23] BrennerS. The genetics of *Caenorhabditis elegans*. Genetics 1974 77:71–94. 436647610.1093/genetics/77.1.71PMC1213120

[24] AndersonLL, MaoX, ScottBA, CrowderCM. Survival from hypoxia in *C*. *elegans* by inactivation of aminoacyl-tRNA synthetases. Science 2009 323:630–3. 10.1126/science.1166175 19179530PMC3739282

[25] The Nematode *Caenorhabditis elegans* Cold Spring Harbor: Cold Spring Harbor Laboratory Press; 1988.

[26] ChoiS, ChatzigeorgiouM, TaylorKP, SchaferWR, KaplanJM. Analysis of NPR-1 reveals a circuit mechanism for behavioral quiescence in *C*. *elegans*. Neuron 2013 78:869–80. 10.1016/j.neuron.2013.04.002 23764289PMC3683153

[27] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics 2009 25:1105–11. 10.1093/bioinformatics/btp120 19289445PMC2672628

[28] FlicekP, AmodeMR, BarrellD, BealK, BillisK, BrentS, et al Ensembl 2014. Nucleic Acids Res 2014 42:D749–D755. 10.1093/nar/gkt1196 24316576PMC3964975

[29] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol 2010 28:511–5. 10.1038/nbt.1621 20436464PMC3146043

[30] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 2010 26:139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[31] HarrisTW, BaranJ, BieriT, CabunocA, ChanJ, ChenWJ, et al WormBase 2014: new views of curated biology. Nucleic Acids Res 2014 42:D789–D793. 10.1093/nar/gkt1063 24194605PMC3965043

[32] KinsellaRJ, KahariA, HaiderS, ZamoraJ, ProctorG, SpudichG, et al Ensembl BioMarts: a hub for data retrieval across taxonomic space. Database (Oxford) 2011 2011:bar030.2178514210.1093/database/bar030PMC3170168

[33] TepperRG, AshrafJ, KaletskyR, KleemannG, MurphyCT, BussemakerHJ. PQM-1 complements DAF-16 as a key transcriptional regulator of DAF-2-mediated development and longevity. Cell 2013 154:676–90. 10.1016/j.cell.2013.07.006 23911329PMC3763726

[34] NiuW, LuZJ, ZhongM, SarovM, MurrayJI, BrdlikCM, et al Diverse transcription factor binding features revealed by genome-wide ChIP-seq in *C*. *elegans*. Genome Res 2011 21:245–54. 10.1101/gr.114587.110 21177963PMC3032928

[35] WheelerJM, ThomasJH. Identification of a novel gene family involved in osmotic stress response in *Caenorhabditis elegans*. Genetics 2006 174:1327–36. 1698039910.1534/genetics.106.059089PMC1667073

[36] RohlfingAK, MitevaY, HannenhalliS, LamitinaT. Genetic and physiological activation of osmosensitive gene expression mimics transcriptional signatures of pathogen infection in *C*. *elegans*. PLoS One 2010 5:e9010 10.1371/journal.pone.0009010 20126308PMC2814864

[37] RohlfingAK, MitevaY, MoronettiL, HeL, LamitinaT. The *Caenorhabditis elegans* mucin-like protein OSM-8 negatively regulates osmosensitive physiology via the transmembrane protein PTR-23. PLoS Genet 2011 7:e1001267 10.1371/journal.pgen.1001267 21253570PMC3017116

[38] BlacqueOE, ReardonMJ, LiC, McCarthyJ, MahjoubMR, AnsleySJ, et al Loss of *C*. *elegans* BBS-7 and BBS-8 protein function results in cilia defects and compromised intraflagellar transport. Genes Dev 2004 18:1630–42. 1523174010.1101/gad.1194004PMC443524

[39] WormBase web site, Version WS248. 2015.

[40] JansenG, ThijssenKL, WernerP, van der HorstM, HazendonkE, PlasterkRH. The complete family of genes encoding G proteins of *Caenorhabditis elegans*. Nat Genet 1999 21:414–9. 1019239410.1038/7753

[41] BeverlyM, AnbilS, SenguptaP. Degeneracy and neuromodulation among thermosensory neurons contribute to robust thermosensory behaviors in *Caenorhabditis elegans*. J Neurosci 2011 31:11718–27. 10.1523/JNEUROSCI.1098-11.2011 21832201PMC3167209

[42] MorleyJF, BrignullHR, WeyersJJ, MorimotoRI. The threshold for polyglutamine-expansion protein aggregation and cellular toxicity is dynamic and influenced by aging in *Caenorhabditis elegans*. Proc Natl Acad Sci U S A 2002 99:10417–22. 1212220510.1073/pnas.152161099PMC124929

[43] BrownCR, Hong-BrownLQ, WelchWJ. Correcting temperature-sensitive protein folding defects. J Clin Invest 1997 99:1432–44. 907755310.1172/JCI119302PMC507959

[44] GidalevitzT, Ben ZviA, HoKH, BrignullHR, MorimotoRI. Progressive disruption of cellular protein folding in models of polyglutamine diseases. Science 2006 311:1471–4. 1646988110.1126/science.1124514

[45] Van DykTK, GatenbyAA, LaRossaRA. Demonstration by genetic suppression of interaction of GroE products with many proteins. Nature 1989 342:451–3. 257384010.1038/342451a0

[46] CalixtoA, ChelurD, TopalidouI, ChenX, ChalfieM. Enhanced neuronal RNAi in *C*. *elegans* using SID-1. Nat Methods 2010 7:554–9. 10.1038/nmeth.1463 20512143PMC2894993

[47] Chandler-BrownD, ChoiH, ParkS, OcampoBR, ChenS, LeA, et al Sorbitol treatment extends lifespan and induces the osmotic stress response in *Caenorhabditis elegans*. Front Genet 2015 10 27;6:316 10.3389/fgene.2015.00316 eCollection;%2015.:316. 26579191PMC4621483

[48] WangX, ThomasB, SachdevaR, ArterburnL, FryeL, HatcherPG, et al Mechanism of arylating quinone toxicity involving Michael adduct formation and induction of endoplasmic reticulum stress. Proc Natl Acad Sci U S A 2006 103:3604–9. 1650537110.1073/pnas.0510962103PMC1450130

[49] MehtaR, SteinkrausKA, SutphinGL, RamosFJ, ShamiehLS, HuhA, et al Proteasomal regulation of the hypoxic response modulates aging in *C*. *elegans*. Science 2009 324:1196–8. 10.1126/science.1173507 19372390PMC2737476

[50] NollenEA, GarciaSM, van HaaftenG, KimS, ChavezA, MorimotoRI, et al Genome-wide RNA interference screen identifies previously undescribed regulators of polyglutamine aggregation. Proc Natl Acad Sci U S A 2004 101:6403–8. 1508475010.1073/pnas.0307697101PMC404057

[51] WangJ, FarrGW, HallDH, LiF, FurtakK, DreierL, et al An ALS-linked mutant SOD1 produces a locomotor defect associated with aggregation and synaptic dysfunction when expressed in neurons of *Caenorhabditis elegan*s. PLoS Genet 2009 5:e1000350 10.1371/journal.pgen.1000350 19165329PMC2621352

[52] HamamichiS, RivasRN, KnightAL, CaoS, CaldwellKA, CaldwellGA. Hypothesis-based RNAi screening identifies neuroprotective genes in a Parkinson's disease model. Proc Natl Acad Sci U S A 2008 105:728–33. 10.1073/pnas.0711018105 18182484PMC2206604

[53] LamitinaST, StrangeK. Transcriptional targets of the DAF-16 insulin signaling pathwayprotect *C*. *elegans* from extreme hypertonic stress. Am J Physiol Cell Physiol 2004 288:467–74.10.1152/ajpcell.00451.200415496475

[54] OhKH, KimH. Reduced IGF signaling prevents muscle cell death in a *Caenorhabditis elegans* model of muscular dystrophy. Proc Natl Acad Sci U S A 2013 110:19024–9. 10.1073/pnas.1308866110 24191049PMC3839758

[55] MatilainenO, ArpalahtiL, RantanenV, HautaniemiS, HolmbergCI. Insulin/IGF-1 signaling regulates proteasome activity through the deubiquitinating enzyme UBH-4. Cell Rep 2013 3:1980–95. 10.1016/j.celrep.2013.05.012 23770237

[56] WolffS, DillinA. The trifecta of aging in *Caenorhabditis elegans*. Exp Gerontol 2006 41:894–903. 1691990510.1016/j.exger.2006.06.054

[57] SykiotisGP, BohmannD. Stress-activated cap'n'collar transcription factors in aging and human disease. Sci Signal 2010 3:re3 10.1126/scisignal.3112re3 20215646PMC2991085

[58] CelnikerSE, DillonLA, GersteinMB, GunsalusKC, HenikoffS, KarpenGH, et al Unlocking the secrets of the genome. Nature 2009 459:927–30. 10.1038/459927a 19536255PMC2843545

[59] BargmannCI. Chemosensation in C. elegans. WormBook 2006 10 25;1–29.10.1895/wormbook.1.123.1PMC478156418050433

[60] DubeyK, KarK. Type I collagen prevents amyloid aggregation of hen egg white lysozyme. Biochem Biophys Res Commun 2014 448:480–4. 10.1016/j.bbrc.2014.04.135 24802405

[61] ParmarAS, NunesAM, BaumJ, BrodskyB. A peptide study of the relationship between the collagen triple-helix and amyloid. Biopolymers 2012 97:795–806. 10.1002/bip.22070 22806499PMC3400121

[62] KakuyamaH, SoderbergL, HorigomeK, WinbladB, DahlqvistC, NaslundJ, et al CLAC binds to aggregated Aβ and Aβ fragments, and attenuates fibril elongation. Biochemistry 2005 44:15602–9. 1630041010.1021/bi051263e

[63] LuoJ, WarmlanderSK, GraslundA, AbrahamsJP. Non-chaperone proteins can inhibit aggregation and cytotoxicity of Alzheimer amyloid β peptide. J Biol Chem 2014 289:27766–75. 10.1074/jbc.M114.574947 25100721PMC4183812

[64] StanyonHF, VilesJH. Human serum albumin can regulate amyloid-β peptide fiber growth in the brain interstitium: implications for Alzheimer disease. J Biol Chem 2012 287:28163–8. 10.1074/jbc.C112.360800 22718756PMC3431649

[65] MancusoVP, ParryJM, StorerL, PoggioliC, NguyenKC, HallDH, et al Extracellular leucine-rich repeat proteins are required to organize the apical extracellular matrix and maintain epithelial junction integrity in *C*. *elegans*. Development 2012 139:979–90. 10.1242/dev.075135 22278925PMC3274359

[66] YamanakaT, WongHK, TosakiA, BauerPO, WadaK, KurosawaM, et al Large-scale RNA interference screening in mammalian cells identifies novel regulators of mutant huntingtin aggregation. PLoS One 2014 9:e93891 10.1371/journal.pone.0093891 24705917PMC3976342

[67] KobeB, KajavaAV. The leucine-rich repeat as a protein recognition motif. Curr Opin Struct Biol 2001 11:725–32. 1175105410.1016/s0959-440x(01)00266-4

[68] MunizJR, GuoK, KershawNJ, AyinampudiV, vonDF, BabonJJ, et al Molecular architecture of the ankyrin SOCS box family of Cul5-dependent E3 ubiquitin ligases. J Mol Biol 2013 425:3166–77. 10.1016/j.jmb.2013.06.015 23806657PMC3779351

[69] SpaichS, WillRD, JustS, SpaichS, KuhnC, FrankD, et al F-box and leucine-rich repeat protein 22 is a cardiac-enriched F-box protein that regulates sarcomeric protein turnover and is essential for maintenance of contractile function in vivo. Circ Res 2012 111:1504–16. 10.1161/CIRCRESAHA.112.271007 22972877

[70] DzamkoN, ZhouJ, HuangY, HallidayGM. Parkinson's disease-implicated kinases in the brain; insights into disease pathogenesis. Front Mol Neurosci 20147:57.10.3389/fnmol.2014.00057PMC406829025009465

[71] A comprehensive assessment of RNA-seq accuracy, reproducibility and information content by the Sequencing Quality Control Consortium. Nat Biotechnol 2014 32:903–14. 10.1038/nbt.2957 25150838PMC4321899

[72] JiangL, SchlesingerF, DavisCA, ZhangY, LiR, SalitM, et al Synthetic spike-in standards for RNA-seq experiments. Genome Res 2011 21:1543–51. 10.1101/gr.121095.111 21816910PMC3166838

[73] RapaportF, KhaninR, LiangY, PirunM, KrekA, ZumboP, et al Comprehensive evaluation of differential gene expression analysis methods for RNA-seq data. Genome Biol 2013 14:R95 2402048610.1186/gb-2013-14-9-r95PMC4054597

[74] SunJ, SinghV, Kajino-SakamotoR, AballayA. Neuronal GPCR controls innate immunity by regulating noncanonical unfolded protein response genes. Science 2011 332:729–32. 10.1126/science.1203411 21474712PMC3125668

How the deposited data were processed for this re-analysis (not part of the article)

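Gene expression was measured by RNA sequencing in late L4 worms of the wild type strain N2 and of *osm-9(ok1677)* after 6 h on agar plates with 51 mM or 200 mM NaCl. The values used are the counts the authors deposited, 1 whole number for each of 41420 loci in each of 12 samples. To make them, the authors aligned paired reads to the WS235 assembly with Tophat, mapped them to Ensembl genes with Cufflinks and counted the reads at each locus, without normalization. Whether the counting used the strand of the reads is not stated in the paper's text, so genes that overlap on opposite strands are uncertain. Samples were assigned to strain, NaCl concentration and replicate from the submitters' labels, with 2 N2 and 4 *osm-9(ok1677)* samples at each concentration, and every column of values was used. Total counts per sample ranged from 15949889 to 21418277, with a median of 20016844. At this depth 3 counts, taken as the smallest level that can be shown, correspond to between 0.14 and 0.188 CPM. The 10 most counted loci held between 4.78% and 8.89% of the counts of a sample.

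Loci were filtered with edgeR's filterByExpr on the 4 groups (minimum count 10, minimum total 15), which kept 15403 of the 21204 loci with any count. Counts were scaled with TMM factors and fitted with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood method, with 1 mean for each of the 4 groups, over all 12 samples. The comparisons were *osm-9(ok1677)* against N2 at 51 mM and at 200 mM NaCl, 200 mM against 51 mM NaCl in each strain, and the difference between the strains in that response. All tests were two-sided, p was adjusted by the Benjamini-Hochberg method over the loci tested, and loci with an adjusted p of 0.05 or less were called. The paper states a P-value threshold of 0.05 and no adjustment, so counts at an unadjusted p of 0.05 are given as well. Gene lists were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, and adjusted over 17 lists for each comparison. The lists were the molting, adult-onset, oocyte and sperm genes and 13 families of proteostasis, collagen, protease and translation genes, written before the data were examined. The code that matches list entries to loci was revised after a first look at the list tests, to use current gene names and to allow only digits and points after a gene family's prefix. The revision left 8 loci in the translation factor list, since it excludes names such as *eif-3*.*B*, and changed the size of other lists by a few loci. Of the 50 molting genes listed, 7 are in Tables 2 and 3 and were left out, and 42 of the others were tested. From the family lists no table genes were left out, and 4 of the 8 *fkb* genes are in Table 2. An exact permutation of the strain labels was added for the lists after the camera results were seen, first within each NaCl concentration, with 225 arrangements, and later with same-numbered libraries of a strain kept together, with 15 arrangements. Positions, names and exon lengths come from the Ensembl 115 annotation of WBcel235, in which 15245 of the tested loci were found by sequence name. The genome sequence was not used here, so GC content was not examined.

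The rule for the named genes was fixed before the data were examined. It takes all genes of Tables 2 and 3, *osm-9*, *osm-12* and *gpdh-1*, and for each comparison of 2 groups the 3 largest rises and the 3 largest falls among called loci whose groups do not overlap. The submitters' labels give the samples of each group replicate numbers, 1 and 2 for N2 and 1 to 4 for *osm-9(ok1677)*, and the pairing used for the replicate block comes from these numbers. With the block across all samples, the difference between strains therefore rests on replicates 1 and 2. The other replicates of *osm-9(ok1677)* then add only to the estimates of the NaCl response and of the spread. The paper says that 2 to 4 independent experiments were done for each condition, and its text does not say that samples with the same number were handled together. After the group means were removed, samples with the same number correlated across loci, with a mean r between 0.33 and 0.65 for the 4 comparisons of 2 groups. The 2 samples of an N2 group are then mirror images, so each value that involves N2 rests on 1 contrast. Principal components 1, 2 and 3 held 43.5%, 26.5% and 7.94% of the variance. Component 1 separated the strains, component 2 replicates 1 and 4 of *osm-9(ok1677)* from replicates 2 and 3, and component 3 the NaCl concentrations.

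The statistics were tested on simulated counts drawn for the 15403 loci with their mean levels and dispersions and the library sizes of the samples, with 200 loci changed. Each locus and library was drawn independently, without deviations shared by same-numbered libraries or by genes. Every simulated change was larger than the median log2 fold change of the Table 2 genes. The quasi-likelihood test recovered 181 of these, with 3.21% false calls. With the replicate block it recovered 170, with 3.95% false calls. When fitted to 2 groups alone it recovered 177, with 3.28% false calls. The exact test recovered 189 and DESeq2 191, with 17.8% and 15.5% false calls. Comparisons without a simulated change gave 0 calls, and camera gave a p of 0.05 or less for 1 of 100 random lists. Because of the independent draws, none of these rates covers correlated genes or same-numbered libraries that deviate together. The alternatives were DESeq2 1.42.0, edgeR's exact test, a fit to the 2 groups compared alone, no filter on low counts, at least 10 counts in every sample, RLE factors, library size alone, the replicate number as a block across all samples or within each strain, an unadjusted threshold, an inter-gene correlation estimated from the data, and leaving out each replicate in turn. Where N2 was left with 1 sample in a group, only the values are given, with no test. Predicted targets of DAF-16 and SKN-1 were taken only from the marks in Tables 2 and 3, and the genome-wide target lists were not analysed here. The survival, behavior, imaging, *gpdh-1* mRNA and labeling experiments of the paper were not analysed here.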

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

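The tests of a stretch of chromosome V, of the ribosomal RNA locus, of the most counted loci, of the kept calls in each direction, of the Table 2 genes against other genes higher in *osm-9(ok1677)*, of the gene lists over other splits of the samples, of the lists by exact permutation and of the paired changes in the molting genes were chosen only after the results were seen. Strains are those on the labels of the libraries, since the count of *osm-9* itself does not tell them apart.

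In 42 genes of the molting cycle that are not in Tables 2 or 3, expression at 51 mM NaCl was higher in the libraries labelled *osm-9(ok1677)* than in N2 by a mean of 1.99 on the log2 scale (adjusted p = 6.68e-14 from limma's camera with an inter-gene correlation of 0.01), with 41 of the 42 genes above 0. The mean was 1.63 with the replicate block. With the correlation between genes estimated from the data the adjusted p was 0.877, and over all alternatives it ranged from 1.61e-21 to 0.877. Averaged over both NaCl concentrations the difference was 1.27, and in an exact permutation test that kept same-numbered libraries of a strain together its p was 0.133, where 15 arrangements cannot give less than 0.0667. A difference in developmental stage at harvest is a candidate explanation. It predicts higher molting genes together with lower adult-onset and oocyte genes, and 2 of these 3 predictions were met. The 8 adult-onset genes were lower by a mean of -0.97 (adjusted p = 0.0121 from camera, in a range from 8.26e-06 to 0.877 over the alternatives, the highest with the correlation estimated; 0 of 8 genes above 0), and the 16 oocyte genes were not shifted (mean -0.19, adjusted p = 0.235 from camera). The paper staged the worms before the L4/adult molt, took a slight delay of *osm-9(ok1677)* into account and saw no sign of molting. The sperm genes, which were not among the 3 predictions, were also lower at 51 mM NaCl, by a mean of -0.61 over 52 genes. That list too lost its call with the correlation estimated from the data. The oocyte mean was uneven between libraries labelled *osm-9(ok1677)* at 51 mM NaCl. Relative to all libraries it ran from -0.98 in replicate 3 to 0.43 in replicate 4. Whether stage differed cannot be told from these counts.

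Many genes of Table 2 varied together with the molting genes from library to library. After the group means were removed, the median correlation of a Table 2 gene with the molting mean was 0.50, and 38 of the 53 genes were above 0. In 10000 random lists matched on expression the median was -0.19 (permutation p = 0.0002). In 10000 lists drawn from the other 1118 genes called higher at 51 mM NaCl it was 0.16, and no list reached the Table 2 value (permutation p = 0.0001, the smallest they can give). That comparison is not like with like, since Table 2 holds 15 genes that were not called, with a median correlation of 0.92. The 38 called Table 2 genes alone had a median of 0.34, with 23 above 0, against 0.14 in lists of the other called genes (permutation p = 0.0856). A gene that varies with the molting mean within its group is less easily called, so this restriction removes such genes beforehand, and neither comparison shows whether Table 2 follows the molting genes more than other higher genes do. The mean of the Table 2 genes and the molting mean deviated to the same side of their group's mean in 8 of 8 libraries labelled *osm-9(ok1677)*, a count that few libraries and shared replicates make hard to interpret. With the molting mean as a covariate in the fit, 27 of the 38 called Table 2 genes were still called higher, and these were the only ones of the 53. A log2 fold change below 0 was found for 13 genes, and 5 of them, *suro-1*, *bus-8*, *lin-42*, *mlt-8* and *col-88*, were called lower in *osm-9(ok1677)*. Of the 27, 13 had a smaller fold with the covariate and 14 a larger one. Stage as the molting genes measure it is therefore not a full explanation for the 13 genes. The other 14 did not rise with the molting mean within groups, with correlations from -0.88 (*srp-2*) to -0.05 (*W07E11*.*1*). They were still called, with a larger fold, which follows from a negative correlation because the molting mean was higher in *osm-9(ok1677)*. For these 14 genes, that argues against a stage effect that rises with the molting mean. The covariate is a single straight-line term, so it cannot exclude a stage effect of another form. The covariate itself differs between the strains, and the fit that includes it called 2301 loci higher and 2096 lower.

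Other technical explanations for the difference between strains at 51 mM NaCl were weighed as well. Across 2 other normalizations and 2 other filters on low counts, at least 84.0% of the called loci were still called when both directions are taken together. Taken apart, 74.8% of the higher loci were still called with no filter on low counts, and 64.1% of the lower loci with library size alone, which kept all higher ones. No call changed sign, which a scaling that moves all loci alike makes easy. RLE factors kept all lower loci and 87.9% of the higher ones. For loci of either direction that lost their call with another scaling, the difference between strains cannot be told apart from an effect of the scaling. When the loci that were among the 10 most counted of any library, 21 in all, were removed before normalization, 90.6% were still called. Gene length cannot be set aside. The log2 fold change rose weakly with exon length across genes at 51 mM NaCl (Spearman's rho = 0.112, across genes, which are not independent replicates), and at 200 mM NaCl rho was 0.0367. The Table 2 genes had a median exon length of 2206 bases, against 1507 in lists matched on expression (permutation p = 0.0002). Differences in stage and in length may thus contribute to the strain difference of the Table 2 genes. For 14 of them the covariate argues only against a stage effect that rises with the molting mean. For the genes that lose their call with the molting covariate, apart from *ubc-3* and *vha-3*, the difference cannot be told apart from stage. The log2 fold change of *ubc-3* was 0.46 without and 0.48 with the covariate, and that of *vha-3* 0.57 in both fits. Their lost calls therefore do not bear on stage.

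The response to 200 mM NaCl differed between the strains in 3 of the 17 gene lists. For the molting genes the difference was -1.13 on the log2 scale (adjusted p = 1.33e-22 from camera; -1.03 with the replicate block), with 0 of 42 genes above 0. They rose by a mean of 0.68 in N2 (adjusted p = 3.62e-08 from camera) and changed by -0.45 in the libraries labelled *osm-9(ok1677)* (adjusted p = 2.47e-05 from camera). The 8 *fkb* genes differed by -0.48 (adjusted p = 0.00522 from camera; -0.47 with the block) and the 130 collagen genes by -0.62 (adjusted p = 0.000174 from camera; -0.43 with the block). Table 2, selected by the paper at 51 mM NaCl from these counts, holds 4 of the *fkb* genes, and the mean difference of the other 4 was -0.14. With the correlation between genes estimated from the data, the adjusted p was 0.402, 0.402 and 0.956, respectively. Over all alternatives the adjusted p ranged from 5.28e-35 to 0.402 for the molting, from 0.000574 to 0.402 for the *fkb* and from 7.94e-07 to 0.956 for the collagen genes. The change in the molting mean between libraries with the same replicate number was 0.28 and 0.94 in N2 and -0.83, -0.67, -0.24 and -0.15 in *osm-9(ok1677)*. They had the same sign within each strain, and a difference in stage shared by the libraries of a pair drops out of them. The exact permutation test of these changes gave a p of 0.0667, the smallest that 15 arrangements can give, so it could not have passed and decides nothing. The 8 libraries labelled *osm-9(ok1677)* were also split in other ways that part all same-numbered pairs. The real split moved 5 lists, and 6 of the 8 splits, itself included, moved at least as many. Of the other splits, 4 keep 3 libraries of 1 NaCl concentration together and so hold part of its effect. The 3 that mix the concentrations evenly moved 5, 7 and 4 lists. Differences in stage between single libraries may therefore move whole lists, and the opposite responses cannot be told apart from them by these tests.

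The paper gives no count of genes that change with NaCl within a strain. At 200 mM against 51 mM NaCl, 34 loci were higher and 20 lower in the libraries labelled *osm-9(ok1677)*, and 13 were higher and 17 lower in N2, at an adjusted p of 0.05 or less in edgeR's quasi-likelihood test. At an unadjusted p of 0.05 or less there were 409 and 449 in *osm-9(ok1677)* and 362 and 402 in N2, where chance gives 770.2 in all. When the replicate block was added, the adjusted counts were 158 and 224 in *osm-9(ok1677)* and 108 and 114 in N2, and the correlation of same-numbered libraries was 0.65 and 0.52. Among the 8 splits of the *osm-9(ok1677)* libraries that part all same-numbered pairs, 1 gave as many as 54 called loci, the split by NaCl itself, and the largest number in another split was 0. With 8 splits the share cannot fall under 0.05, so this count could not have passed a test and is no evidence for chance. The N2 groups have 2 libraries each and were not split. Called in both strains were 7 higher loci (*cpt-3*, *ilys-2*, *nlp-29*, *nlp-28*, *cnc-7*, T02B11.4 and T10B10.4) and 8 lower ones (*nhr-74*, *ech-7*, *msra-1*, C23G10.6, *clec-76*, *hacd-1*, T20D4.7 and *catp-3*). The genes shared between strains that the rule for named genes does not cover were chosen after their values were seen. The N2 change in *ilys-2* was 6.38 on the log2 scale (standard error 0.58, adjusted p = 0.000952 in edgeR), and in *osm-9(ok1677)* it was 3.56 (standard error 0.38, adjusted p = 0.00222 in edgeR). In N2, *cnc-7* was at least 31.2-fold higher and *nhr-74* at least 19.5-fold lower at 200 mM NaCl.

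The ribosomal RNA locus *rrn-3.1*, on chromosome I from 15064838 to 15068346, had 0 counts in all 4 libraries labelled *osm-9(ok1677)* at 51 mM NaCl and 136083 to 280789 counts in each of the other libraries. Its level at 200 mM NaCl was therefore at least 61597-fold higher than at 51 mM NaCl in *osm-9(ok1677)*, and its response was the 1 that differed between the strains after adjustment in edgeR; at an unadjusted p of 0.05 or less, 277 loci did. It was also the only one of the 41420 loci with 0 counts throughout exactly 1 group and at least 20 in every other library. Less ribosomal RNA in those libraries would lower the other loci of the repeat too. Those 3 loci taken together had a log2 ratio of 0.075 between those 4 libraries and the other 8. That sum is mostly *rrn-3.56*, at 222 against 209 CPM, and the other 2 were slightly lower, *rrn-1.1* at 3.71 against 4.00 and *rrn-2.1* at 18.6 against 19.6 CPM, a change far smaller than the loss of *rrn-3.1*. Nor were the reads assigned to another copy of the gene, since the largest gain of another ribosomal RNA locus was 13.7 CPM where 10330 CPM were lost. A step of the authors' counting or filtering that set this locus to 0 in 1 group was not tested, and no biological explanation was tested.

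On chromosome V, 4 neighbouring loci among the 12737 detected ones were near absent in the libraries labelled *osm-9(ok1677)*, a signal in genes outside those the paper discusses. In all 8 of these libraries, *nhr-204*, *lgc-26*, *npr-5* and *F33E11.2* had 0 to 2 counts, and in the N2 libraries they had 65 to 525. They span 254838 to 300005 (45168 bases). The loci on either side had counts in both strains, 147 to 411 for DC2.5 and 823 to 1302 for F33E11.3 in the libraries labelled *osm-9(ok1677)*. In all, 6 loci had at most 3 counts in each of these libraries and at least 20 in each N2 library, and 10 loci the reverse. Random draws of as many loci gave runs of at most 2, so the run of 4 neighbouring loci has a permutation p of 0.0001, the smallest that 10000 draws can give. A stretch of the genome absent or diverged in one of the strains remains as an explanation, and it lies on another chromosome than *osm-9*. None of the near absent loci lies within 2 Mb of *osm-9*. The genome sequence of the strain was not analysed here. The other technical explanations do not predict a run of neighbours, and the same libraries share it at both NaCl concentrations.

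Single libraries stood apart from the other 3 of their group in 5 of the 154 groups of 4 log2 values examined, where chance gives 7.7. The gap to the nearest library, as a share of the group's range, was 0.833 for replicate 3 in *dpf-6* at 200 mM NaCl and 0.834 for replicate 4 in *clp-4* at 51 mM NaCl. For *tps-1* replicate 2 stood apart at both NaCl concentrations, with shares of 0.839 at 51 mM and 0.877 at 200 mM NaCl. In T20D4.5 at 200 mM NaCl it was replicate 3, with 0.922. All of these are libraries labelled *osm-9(ok1677)*. As fewer were found than chance gives, no explanation was sought.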

How the results depend on the processing

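The alternatives were set before the data were examined, and none was added later. Counts are of loci called at an adjusted p of 0.05 or less, and strains are those on the labels. Where a result changed, the cause was not tested.

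All 53 Table 2 genes and all 17 Table 3 genes were tested in each fit without left-out replicates. The number of Table 2 genes called at 51 mM NaCl was 38, and it fell to 18 when only the 2 groups compared were fitted. Under the other alternatives it was 29 with no filter on low counts, 33 with the exact test, 35 with RLE factors, 38 with at least 10 counts in every sample, 41 with library size alone, 46 with DESeq2 and 51 with the replicate block. The 14 called Table 3 genes became 11 with only the 2 groups, 12 with no filter, 13 with RLE factors or at least 10 counts, 15 with DESeq2, 16 with the exact test or library size alone and 17 with the replicate block.

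With an unadjusted p of 0.05 or less in place of the adjusted one, 2635 loci were higher and 1845 lower in *osm-9(ok1677)* at 51 mM NaCl, and 1942 and 1735 at 200 mM NaCl. The response to NaCl had 362 higher and 402 lower loci in N2, 409 and 449 in *osm-9(ok1677)*, and 277 that differed between the strains. Using the replicate number as a block, the adjusted counts at 51 mM NaCl were 2350 and 1704 instead of 1177 and 713, and at 200 mM NaCl 1494 and 1444 instead of 636 and 354. The response to NaCl then had 108 and 114 loci in N2 instead of 13 and 17, and 158 and 224 in *osm-9(ok1677)* instead of 34 and 20. With the replicate block within each strain these were 227 and 273 in N2 and 311 and 488 in *osm-9(ok1677)*, and 10 loci differed between the strains instead of 1. DESeq2 gave 1253 lower loci at 51 mM NaCl, 970 higher and 847 lower at 200 mM NaCl, 58 and 71 for the response in N2, 98 and 104 in *osm-9(ok1677)* and 6 that differed. The exact test gave 828 lower loci at 200 mM NaCl, 54 and 67 for the response in N2, and 84 and 95 in *osm-9(ok1677)*. In the simulated counts DESeq2 and the exact test had more false calls, 15.5% and 17.8%, than the quasi-likelihood test with 3.21%. Those counts were drawn without deviations shared by same-numbered libraries. Fitting only the 2 groups gave 501 higher and 291 lower loci at 51 mM NaCl and 3 and 2 for the response in N2. Library size alone gave 457 lower loci at 51 mM and 222 at 200 mM NaCl. A filter of at least 10 counts in every sample gave 12 lower loci for the response in *osm-9(ok1677)* and 0 that differed between the strains.

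The scaling moved the balance of higher and lower calls. Among the calls, 62.3% were higher at 51 mM and 64.2% at 200 mM NaCl with TMM factors, 76.1% and 79.5% with library size alone, and 55.2% and 60.3% with RLE factors. Library size alone shifted the median log2 fold change of all loci to 0.13 and 0.15, from 0.05 at both concentrations.

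Across the fits that each left out one replicate, the loci higher at 51 mM NaCl ranged from 792 to 1215 and the lower ones from 428 to 773. The ranges at 200 mM NaCl were 389 to 563 higher and 159 to 306 lower. For the response in *osm-9(ok1677)* they were 19 to 24 higher and 6 to 15 lower. Table 2 had from 27 to 39 called genes, and Table 3 from 9 to 12, with a median log2 fold change from 1.03 to 1.18. Leaving out a replicate of N2 leaves 1 sample in its group, and such fits give values but no calls.

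Of 17 gene lists at 51 and at 200 mM NaCl, 9 tests passed. With the inter-gene correlation estimated from the data 0 passed, and with no filter on low counts 15 did. With the estimated correlation the means stay the same by construction, at 1.99 for molting, -0.97 for adult-onset and -0.61 for sperm genes at 51 mM NaCl and 0.86 for molting genes at 200 mM NaCl. Their adjusted p became 0.877 for these 3 lists at 51 mM and 0.956 for molting genes at 200 mM NaCl in camera. Over all alternatives it ranged at 51 mM NaCl from 1.61e-21 to 0.877 for molting, from 8.26e-06 to 0.877 for adult-onset and from 3.19e-25 to 0.877 for sperm genes, and at 200 mM NaCl from 2.42e-08 to 0.956 for molting genes. The oocyte genes had no settled direction. Their mean at 51 mM NaCl of -0.19 ranged from -0.56 to 0.23 when a replicate was left out, and at 200 mM NaCl the mean of -0.19 ranged from -0.59 to 0.29 and was 0.0026 with the replicate block. Their response ranged from -0.43 to 0.47 in N2 and from -0.16 to 0.27 in *osm-9(ok1677)*, and the difference between strains of 0.0013 became -0.0036 with at least 10 counts in every sample and -0.0091 with library size alone. When single replicates were left out, the response of the sperm genes ranged from -0.068 to 0.12 in N2 and from -0.24 to 0.19 in *osm-9(ok1677)*, and that of the adult-onset genes in *osm-9(ok1677)* from -0.39 to 0.14. With all samples, TMM factors and a correlation of 0.01, none of these lists passed the threshold in the comparison concerned. Over the alternatives the lowest adjusted p in camera was 0.0355 for oocyte genes at 51 mM NaCl and 0.00246 and 1.78e-06 for the response of oocyte and sperm genes in *osm-9(ok1677)*, and the highest was 0.877, 0.982 and 0.982, respectively.

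Low counts limit *osm-12* and *osm-9*, which had 5 to 50 counts per library. With single replicates left out, the log2 fold change of *osm-12* between the strains ranged from -0.81 to 0.35 at 51 mM NaCl and from -0.028 to 0.88 at 200 mM NaCl. Its response ranged from -1.18 to 0.13 in N2 and from -0.14 to 0.35 in *osm-9(ok1677)*. For *osm-9* at 200 mM NaCl the range was from -0.058 to 0.45.

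Beside the counts and lists fixed as main results, 131 values for single genes and further gene lists were recomputed under each alternative that applies, 1740 values in all. Of these, 1481 kept their direction and their side of the threshold, 145 became weaker, 57 became stronger, 35 moved and 22 reversed.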

Differences from the paper's values

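The fold changes in Tables 2 and 3 were also computed, and all 70 were within 5% of the paper's, with a ratio to the paper's value between 0.960 and 1.02. The other value compared is of a different kind in the paper. The paper's number of sequence reads is 532462712, from paired-end libraries before alignment, and the counts deposited for the 12 samples, assigned to loci, add up to 236012105. The gap is therefore no disagreement by itself. The alternatives set before the data were examined concern the fits and leave this sum as it is, so none of them closed the gap.

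In its discussion the paper names *col-176* and *let-4* together and gives their increases under hypertonic stress in the opposite order from its Table 3. The counts gave 5.39-fold for *col-176* and 3.57-fold for *let-4* at 200 mM NaCl in the libraries labelled *osm-9(ok1677)*, the order of Table 3. The paper also gives the share of Table 2 genes with DAF-16 or SKN-1 sites in different sentences that do not match. The marks in the table give 26 of 53 genes.

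The paper lists 53 genes as significantly upregulated at 51 mM NaCl, and 15 of them had an adjusted p above 0.05 in edgeR's quasi-likelihood test. At an unadjusted p of 0.05 or less, 51 passed, all but *suro-1* and *col-88*. Fitted with the replicate block, 51 passed after adjustment, all but *unc-51* and *col-88*. With DESeq2, *C17H11*.*6*, *fkb-4*, *bus-8*, *lin-42*, *glf-1*, *mlt-8*, Y11D7A.9 and T19B10.2 also passed. The exact test kept 27 of the 38 genes and added *bus-8*, *lin-42*, *glf-1*, *mlt-8*, Y11D7A.9 and T19B10.2, and library size alone added *unc-51*, *C17H11*.*6* and T19B10.2. Leaving out replicate 1 of *osm-9(ok1677)* added *toh-1*, *unc-51*, *C17H11*.*6* and T19B10.2, and leaving out replicate 4 added T19B10.2. For *col-88*, no alternative gave an adjusted p of 0.05 or less, and the unadjusted p was also above 0.05 in each fit that kept all samples. *suro-1* had an unadjusted p of 0.05 or less with the exact test, with DESeq2 and with the block.

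Of the 17 genes the paper lists as upregulated at 200 mM NaCl, *D2030*.*2*, *F27E5*.*1* and *let-4* had an adjusted p above 0.05, and all 17 passed without adjustment. Fitted with the replicate block, all 17 passed after adjustment. *let-4* also passed with DESeq2 (adjusted p = 0.0042), with the exact test (adjusted p = 0.0249), with library size alone (adjusted p = 0.0458) and without replicate 1 of *osm-9(ok1677)*, and over all alternatives its adjusted p ranged from 0.0042 to 0.102. *D2030*.*2* passed with the exact test (adjusted p = 0.0364) and with library size alone (adjusted p = 0.0467), in a range from 0.0364 to 0.213 over all alternatives.

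The paper found no significant difference in *gpdh-1* mRNA between N2 and *osm-9(ok1677)* at 51 mM NaCl, by a method its text does not name. In the sequenced libraries its log2 fold change there was -1.48, with an adjusted p of 0.0421 in edgeR, and over all alternatives the adjusted p ranged from 0.00631 to 0.0819. Leaving out single replicates moved the log2 fold change between -1.98 and -0.76.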

Other observations

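The exact permutation tests of the gene lists were chosen only after the camera results were seen, and the other tests in this part before their results were seen. Strains are those on the labels of the libraries.

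Loci called between the strains at 51 mM NaCl were more frequent near *osm-9* on chromosome IV. Within 2 Mb of *osm-9*, 135 of 577 tested loci were called, 7.21% of all calls against 3.78% of all tested loci, an odds ratio of 2.27 (Fisher's exact test across loci, two-sided, p = 4.15e-14). For chromosome IV as a whole the odds ratio was 1.26 (Fisher's exact p = 0.000263, adjusted p = 0.000394 over 6 chromosomes), and for chromosome V it was 1.38 (Fisher's exact p = 4.31e-08, adjusted p = 2.59e-07). Loci are not independent replicates. This may come from stretches of the genome near *osm-9* that were carried along when the strain was made. Chromosome V, which holds no part of *osm-9*, was also over-represented, so linkage to *osm-9* is not the only pattern. The Table 2 genes *vha-3*, *siah-1*, *eel-1* and *ubc-1* lie within 2 Mb of *osm-9*. A difference in expression of these genes can therefore not be assigned to the loss of *osm-9* function rather than to linked differences. The paper itself raises the possibility that the changes are unique to this strain.

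Some genes had 0 or few counts in all libraries of 1 strain, in both directions. F07B7.1 had 0 counts in all 4 N2 libraries and 288 to 390 in the 8 libraries labelled *osm-9(ok1677)*, at least 112-fold higher at 51 mM and at least 109-fold higher at 200 mM NaCl. ZK218.7 was at least 43.5-fold and at least 44.8-fold higher. In the other direction, F33E11.2, with 0 to 2 counts in the libraries labelled *osm-9(ok1677)*, was at least 144-fold lower at 51 mM NaCl, and *npr-5*, with 0 to 1, was at least 60.1-fold lower at 200 mM NaCl.

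For the glycerol 3-phosphate dehydrogenase gene *gpdh-1*, the paper reports mRNA levels that did not differ significantly between N2 and *osm-9(ok1677)* at 51 mM NaCl. In the sequenced libraries its level at 51 mM NaCl was 33.3 ± 19.6 CPM (SD, n = 2) in N2 and 12.0 ± 3.79 CPM (SD, n = 4) in those labelled *osm-9(ok1677)*. The log2 fold change was -1.48 (standard error 0.43, adjusted p = 0.0421 from edgeR's quasi-likelihood test; -1.12 with the replicate block). Across the alternatives the adjusted p ranged from 0.00631 to 0.0819, and leaving out single replicates moved the log2 fold change between -1.98 and -0.76. After 200 mM NaCl the levels were 134 ± 20.5 CPM (SD, n = 2) and 50.2 ± 22.4 CPM (SD, n = 4), with a log2 fold change of -1.42 (standard error 0.42, adjusted p = 0.062 in edgeR). The replicate block gave -1.11 (adjusted p = 0.0268 in edgeR), and over the alternatives the adjusted p ranged from 0.00166 to 0.146. Between 51 and 200 mM NaCl, *gpdh-1* rose by 2.01 on the log2 scale in N2 (standard error 0.49, adjusted p = 0.265 in edgeR) and by 2.07 in *osm-9(ok1677)* (standard error 0.35, adjusted p = 0.0382 in edgeR). With the block both rises were 2.06 and both passed, with adjusted p-values of 0.0121 and 0.00119 in edgeR. Whether the rise passes depends on the alternative, since the adjusted p ranged from 0.000958 to 0.319 in N2 and from 6.86e-06 to 0.124 in *osm-9(ok1677)*.

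Sperm genes were lower in most libraries labelled *osm-9(ok1677)*. At 51 mM NaCl, however, their mean in replicate 2 of *osm-9(ok1677)* was 0.43 on the log2 scale relative to all libraries, between the N2 values of 0.41 and 0.50. Over 52 genes the mean log2 fold change was -0.61 at 51 mM NaCl (adjusted p = 1.17e-10 from limma's camera, 0 of 52 genes above 0; -0.56 with the replicate block) and -0.72 at 200 mM NaCl (adjusted p = 7.22e-15 from camera, 1 of 52 above 0; -0.63 with the block). With the correlation between genes estimated from the data, the adjusted p was 0.877 and 0.836, in ranges over all alternatives from 3.19e-25 to 0.877 and from 4.81e-21 to 0.836. In an exact permutation test that kept same-numbered libraries of a strain together, the mean difference of -0.70 over both NaCl concentrations had a p of 0.133. The *fkb* genes (mean 0.69), of which 4 of 8 are in the paper's Table 2, had an exact p of 0.0667. So did the cytosolic chaperonin genes (mean -0.15) and the *ubc* genes (mean 0.062). This p is the smallest that 15 arrangements can give, so no list could have passed. With all libraries treated as independent, which same-numbered libraries are not, the exact permutation test gave other values. The adjusted p was 0.0378 for the *fkb* and chaperonin lists and 0.0604 for the *ubc* list. Heat shock protein genes fell from 51 to 200 mM NaCl in the libraries labelled *osm-9(ok1677)* (mean -0.57 over 19 genes, adjusted p = 1.73e-07 from camera, and 0.0205 with the correlation estimated, the highest over all alternatives, with 3.79e-17 the lowest). In N2 the mean was -0.28 (adjusted p = 0.175 from camera), and the difference between the strains, -0.30, had an adjusted p of 0.0826. The 11 cathepsin genes rose instead, by 0.49 in *osm-9(ok1677)* (adjusted p = 6.78e-10 from camera, at most 0.0205 over the alternatives). In N2 they rose by 0.87 (adjusted p = 6.13e-06 from camera, up to 0.198). The 20 vacuolar ATPase genes rose by 0.13 in *osm-9(ok1677)* (adjusted p = 0.000207 from camera, up to 0.816).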
